# Identification and Characterization of lncRNA and mRNA in Testes of Landrace and Hezuo Boars

**DOI:** 10.3390/ani11082263

**Published:** 2021-07-30

**Authors:** Bo Zhang, Zunqiang Yan, Pengfei Wang, Qiaoli Yang, Xiaoyu Huang, Haixia Shi, Yuran Tang, Yanan Ji, Juanli Zhang, Shuangbao Gun

**Keywords:** Hezuo boar, testicular development, spermatogenesis, precocious puberty, RNA-Seq

## Abstract

**Simple Summary:**

Precocious puberty is an excellent reproductive trait in domestic animals, which can generate higher breeding benefits in livestock production. However, regulators associated with this sexual maturation process remain largely unknown. Chinese Hezuo (HZ) boars are known for their early sexual maturity. In this work, the characteristics of precocious puberty in HZ pigs were confirmed by histological analysis, and some important long noncoding RNA (lncRNA) and mRNA were identified in the testes of immature (30-day-old) and mature (120-day-old) HZ boars, which could play a key role in precocious puberty. These results will provide a theoretical basis for further research on the regulatory mechanism of precocious puberty, which is important for accelerating the breeding process of highly fertile animals.

**Abstract:**

Chinese HZ boars are typical plateau miniature boars characterized by precocious puberty, which is closely related to testicular development and spermatogenesis. Accumulating evidence indicates that lncRNA is involved in the testicular development and regulation of spermatogenesis. However, little is known about the lncRNA precocious regulation in testicular development and spermatogenesis on early sexual maturity of HZ boars. Thus, we investigated the expression and characterization of lncRNA and mRNA in 30-day-old and 120-day-old HZ boar testes using transcriptome to explore precocious puberty. Landrace (LC) boar was treated as the control. Histological analyses indicated that HZ boar underwent puberty development at an earlier stage than LC boar and had achieved sexual maturity at 120 days old. RNA-Seq yielded a total of 187 lncRNAs and 984 mRNAs; these molecules were identified as possible candidates for precocious puberty. GO terms and KEGG pathways enrichment analyses revealed that the differentially expressed lncRNA and their targeted genes were involved in metabolic pathways regulating testis development and spermatogenesis, such as the PI3K-Akt, TGF-beta and Wnt pathways. Further screening, some lncRNA (such as *LOC102166140*, *LOC110259451,* and *MSTRG.15011.2*), and mRNA (such as *PDCL2*, *HSD17B4*, *SHCBP1L*, *CYP21A2,* and *SPATA3*) were found to be possibly associated with precocious puberty, which would add to our understanding of the molecular regulatory mechanisms of precocious puberty. This study provided valuable information for further study of the role of lncRNA and mRNA in the process of precocious puberty.

## 1. Introduction

Precocious puberty is an excellent reproductive trait in domestic animals and can improve breeding efficiency, but it is generally manifested as a pathological condition in humans [1]. Recently, many scholars have researched this excellent trait in domestic animals. De Camargo et al. found that the mutation of exon T/A (chr29:12,999) of *JY-1* gene in Nellore female cattle was significantly associated with sexual precocity [2]. Feng and Su et al. identified some candidate genes (including *KISS-1*, *GPR54*, *GNRH1*, *CACNA1C*) related to precocity in Jining gray goats. Additionally, alleles B and D of *GPR54* gene were significantly associated with this trait [3,4]. Kang et al. revealed that *CCT6A* plays an important role in the process of sexual prematurity in Jining Bairi chicken [5]. Ding et al. observed that various types of germ cells appeared in the testicular spermatogenic tubules of 75-day-old Meishan boars but not in 75-day-old Duroc boars, indicating that Meishan boar is characterized by early sexual maturity. Moreover, it was inferred that *NTF3* might be a candidate gene for precocious puberty in Meishan pigs [6]. The above research indicates that the sexual precocity candidate genes play important roles in the process of the early maturation of livestock and poultry. These genes might be used as molecular markers for the selection and breeding of precocity breeds. Therefore, it is valuable to study the excellent trait of sexual precocity in livestock and poultry for production applications.

LncRNA is most commonly defined as the transcripts by RNA polymerase II of more than 200 nucleotides [7]. In past decades, lncRNA was considered junk RNA and transcriptional noise along with other noncoding RNA [8]. However, accumulating evidence indicates that lncRNA participates in various important biological phenomena, such as organ development [9], control of nuclear architecture and translation [10], X inactivation [11], regulation of epigenetic modifications [12], imprinting genomic loci [13], and some disease [14]. LncRNA also plays an important role in testicular development and male germ cell proliferation. The testis is an important organ to ensure the coordination of spermatogenesis and androgen secretion [15]. Numerous lncRNA have been identified at specific stages of testicular and spermatogenesis in mouse [16], rat [17], human [18], and domestic animals (such as pig, cattle, and sheep) [19,20,21]. Most of these screened lncRNA target protein-coding genes through some important signaling pathways (such as Wnt, AMPK, and estrogen pathways) to regulate testicular development and spermatogenesis, which influence the process of sexual maturation. However, the detailed molecular regulatory mechanisms of these lncRNA remain largely unclear so far, especially for precocious puberty. Precocious puberty is one of the most important characteristics of the indigenous pig breed. Hezuo (HZ) pig is a typical plateau-type pig, which is mainly distributed in Xiahe, Zhuoni, and Diebu of Gannan Tibetan Autonomous Prefecture. The most prominent characteristics are small size, strong resistance to disease, and early sexual maturation. Compared with foreign pig breeds (such as Landrace and Yorkshire), HZ pigs have earlier sexual maturity and HZ boars have mature sperm in their testes at 120 days [22]. Thus, we sought 12 RNA-Seq libraries constructed and sequenced by Illumina-HiSeq^TM^ 4000 technology to identify lncRNA and mRNA from testicular tissues of 30-day-old (immature) and 120-day-old (mature) HZ boars, with Landrace (LC) boars as control. Additionally, we attempted to provide the first insight into the molecular regulatory mechanisms of sexual precocity in HZ boars.

## 2. Materials and Methods

### 2.1. Ethics Statement

This study was approved by the Committee for Animal Ethics of the College of Animal Science and Technology, Gansu Agricultural University (approval number 2006-398). All experimental protocols were conducted in accordance with the approved guidelines.

### 2.2. Animals and Testis Sample Collection

HZ boars and LC boars were provided by Gansu Sunxiang breeding Co., Ltd. (Zhuoni, Gansu, China). Each of three 30-day-old and 120-day-old HZ and LC boars were castrated to obtain testes samples. HZ and LC boars have the same genetic background, respectively. They were reared under the same natural conditions. All samples were immediately frozen in liquid nitrogen and stored at −80 °C until RNA extraction. A proportion of samples were fixed in Bouin’s solution for histological comparison.

### 2.3. Hematoxylin and Eosin Staining

Testes samples were fixed in Bouin’s solution for 72 h and then were processed for paraffin sections of 4–6 µm thickness. Testes sections were cut and subjected to hematoxylin and eosin (HE), then observed for comparative histological morphology.

### 2.4. RNA Extraction and Qualification

The total RNA of each sample was isolated using Trizol reagent kit (Invitrogen, Carlsbad, CA, USA). RNA quality was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and checked using RNase-free agarose gel electrophoresis, and the samples with RNA integrity number scores higher than seven can be used in this study.

### 2.5. Library Preparation and Sequencing

Approximately 3 µg total RNA per testis sample was used for preparing RNA-Seq libraries. Ribosomal RNAs (rRNAs) were removed using a Ribo-Zero Gold rRNA Removal Kit (Illumina, San Diego, CA, USA) to retain mRNAs and ncRNAs. The enriched mRNAs and ncRNAs were fragmented into short fragments using a fragmentation buffer (New England Biolabs, Beverly, MA, USA) and reverse transcribed into cDNA with random primers. Second-strand cDNA were synthesized by DNA polymerase I, RNase H, dNTP (dUTP instead of dTTP), and buffer. Next, the cDNA fragments were purified with QiaQuick PCR extraction kit (Qiagen, Venlo, The Netherlands), end repaired, poly(A) added, and ligated to Illumina sequencing adapters. Then, UNG (Uracil-N-Glycosylase) was used to digest the second-strand cDNA. The digested products were size selected by agarose gel electrophoresis, PCR amplified, and sequenced using Illumina-HiSeq^TM^ 4000 to generate PE150 reads by Gene Denovo Biotechnology Co. (Guangzhou, China). Raw data generated from this study were deposited in NCBI GEO (GSE171756).

### 2.6. Transcriptome Assemble

Raw reads were first subjected to quality filtering by fastp (V0.18.0) [23], which removed the reads containing less than 10% of unknown nucleotides (N), and low-quality reads (>50% of the bases with *q* value ≤ 20) to generate clean reads. All the downstream analyses were based on the high-quality clean data. Bowtie2 (V2.2.8) [24] was used for mapping reads to the ribosome RNA (rRNA) database. The rRNA mapped reads were removed, then the remaining reads were mapped to the reference genome (*Sus scrofa* 11.1, NCBI, https://www.ncbi.nlm.nih.gov, accessed on 8 April 2021) using HISAT2 (V2.1.0) [25] tool and other parameters set as a default. The mapped reads from each library were assembled with StringTie (V1.3.4) [26].

### 2.7. Gene Expression Quantification

The FPKM (fragment per kilobase of transcript per million mapped reads) was used to normalize the expression levels of lncRNA and mRNA. The FPKM eliminated the effect of sequencing depth, gene length, and sample difference on gene expression levels [27]. The significance of the differentially expressed lncRNAs and mRNAs were analyzed using an R package DESeq2 [28], and multiple comparisons were corrected for *p* value with the false discovery rate (FDR). A *q* value < 0.05 and absolute value of log_2_FoldChange >1 were used as the threshold to statistically define the significant difference.

### 2.8. Identification of Potential lncRNA Candidates

The following series of highly stringent filtering criteria were performed to identify lncRNA: (1) Transcripts overlapping with pig protein-coding genes were removed. (2) The length of the transcript was longer than 200 bp, and the exon number was more than two. (3) LncRNAs were classified into five classes (intergenic lncRNA, bidirectional lncRNA, intronic lncRNA, antisense lncRNA, and sense lncRNA.) according to their location relative to protein-coding genes. (4) We compared with annotation files to exclude known mRNA and other noncoding RNAs (such as rRNA, tRNA, snoRNA, snRNA). (5) Transcripts without coding potential, as predicted by CNCI [29], CPC2 [30], CPAT [31], and PFAM [32], were novel lncRNA.

### 2.9. Target Gene Prediction and Functional Enrichment Analysis

LncRNA can *cis*-regulate neighboring target genes and *trans*-regulate distant target genes. *Cis* activity in lncRNA is associated with interactions with neighboring target genes. We searched for protein-coding genes 10 kb up and downstream of each putative lncRNA [33]. *Trans* interactions are identified by the expression levels of lncRNA to each other; we calculated the expression correlation between lncRNA and coding genes using a custom script and identified the target genes using a Pearson correlation coefficient with absolute value >0.95 [34]. These target genes and the differentially expressed mRNAs were subjected to functional exploration according to the Gene Ontolog (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) enrichment analysis using DAVID online analytical tools to predict their functional roles, respectively [35]. The calculated *p* value went through FDR correction, taking the *q* value < 0.05 as a threshold. GO terms and KEGG pathways with a *q* value < 0.05 were considered to be significantly enriched.

### 2.10. LncRNA–mRNA Network Construction

To further explore the interactions between the differentially expressed lncRNAs and mRNAs of precocious puberty in HZ pigs, we constructed networks based on the targeting relationship between lncRNA and mRNA. Visualization of gene interactions was achieved through Cytoscape (V3.7.2) [36].

### 2.11. Validation of Differentially Expressed Genes by qRT-PCR

In order to validate the authenticity of RNA-seq data, a total of 16 differentially expressed genes (including 8 lncRNA and 8 mRNA) were selected for qRT-PCR analysis. Using the individual RNA samples, total RNA extracted originally for sequencing was converted to cDNA using a *Evo M-MLV* RT Kit with gDNA Clean for qPCR II (Accurate Biotechnology, Hunan, China). All experiments were performed in triplicate. LncRNA and mRNA primers are shown in Table S1. The qRT-PCR was performed in a LightCycler 480 II instrument (Roche, Basel, Switzerland) in reactions containing the 2×SYBR^®^ Green Pro Taq HS Premix II (Accurate Biotechnology, Hunan, China). The thermal cycler program included an initial denaturation at 95 °C for 3 min, followed by 40 cycles at 95 °C for 15 s; 57 °C for 15 s, and 72 °C for 20 s. All amplifications were followed by dissociation curve analysis of the amplified products. Gene expression was quantified relative to *β*-actin expression using the 2^−∆∆Ct^ method [37].

## 3. Results

### 3.1. Morphology of Testicular Tissues

The morphological characteristics of testicular tissues were found to obviously change with age by sectioning and HE staining of testis tissues of 30-day-old and 120-day-old of HZ and LZ boars (Figure 1). With an increase in age, the diameter and the lumen area of convoluted seminiferous tubules increased obviously. Further, while the area of the visual field occupied by interstitial connective tissue was reduced, the number of spermatogenic cells and Sertoli cells increased. In addition, the diameter of the spermatogenic tubules was larger in the 30-day-old HZ boar compared with the testes of the LC boar. The type and number of spermatogenic cells were more abundant in the 120-day-old HZ boar compared with the testes of the LC boar, and mature spermatozoa were observed (Table S2). These results showed that the testicular development of HZ boars was earlier than that of LC pigs, and the time of sexual maturity was earlier than that of LC pigs.

### 3.2. Quality Analysis of RNA-Seq Data

A total of 12 cDNA libraries (Ha1, Ha2, Ha3, Hb1, Hb2, Hb3, La1, La2, La3, Lb1, Lb2, Lb3) were constructed for testis tissues from the HZ and LC boars at 30-day-old and 120-day-old, and each was sequenced using Illumina-HiSeqTM 4000. 

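Each of the 12 libraries was made from testis RNA from which ribosomal RNA had been removed, with a strand-specific protocol, and was sequenced in pairs of 150 bases. There were 3 libraries in each group of breed and age. The authors deposited estimated counts and FPKM values for 21674 mRNAs, summed for each gene, and for 10706 lncRNA transcripts. They also deposited the exon positions of the assembled lncRNAs. The estimated mRNA counts of a library came to between 22538417 and 23758931 in Ha (median 23490893) and between 17165519 and 22707568 in Hb (median 20678367). The range was 18523274 to 23563949 in La (median 22233155) and 18998959 to 23253496 in Lb (median 22951618). The lncRNA counts came to between 502340 and 633664 in Ha (median 610188), 540920 and 767783 in Hb (median 654025), 496269 and 595622 in La (median 527499), and 639036 and 702851 in Lb (median 692856). The estimated counts are not all whole, possibly because reads shared between transcripts were divided, and they were rounded to whole numbers for the tests. Groups were compared with edgeR's quasi-likelihood test after TMM normalization and its filter on low counts, on the 6 libraries of each comparison. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, as in the methods of the paper. Fold changes are given as the second group over the first. CPM are counts scaled by TMM to a common size over the 12 libraries, separately for mRNAs and for lncRNAs. The CPM of an lncRNA are thus relative to the lncRNA counts of a library alone, which are far fewer than its mRNA counts. CPM of lncRNAs and of mRNAs are therefore on different scales and cannot be compared with each other. In Ha, for example, LOC110259451 averaged 570 CPM with at most 349 counts, and HSD17B4 averaged 784 CPM with at most 23672 counts. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p under 0.1, so the adjusted p values rest on the model of variance that edgeR fits across genes. A group with no more than 3 counts in each library was treated as at the floor, and a fold change against it is given as a lower bound. Floors and intervals cover counting error only.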

Ha, Hb, La, and Lb represent 30-day-old HZ boar, 120-day-old HZ boar, 30-day-old LC boar, and 120-day-old LC boar, respectively. An average of 100960468, 87829094, 93821582, and 93563089 raw reads were generated from 30-day-old HZ, 120-day-old HZ, 30-day-old LC, and 120-day-old LC boar testes, respectively. 

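Table S3 of the paper gives between 76237060 and 102769810 raw reads per library. The values reported here use the estimated counts of the deposited tables, which are lower. The deposited FPKM values are counts divided by the length of the transcript and by a total for the library. From the assembled lncRNAs, whose lengths follow from their exons, this total came to between 24115177 and 33246174 fragments per library. The counts of both tables made up between 78.7% and 79.8% of it in the libraries of 30-day-old boars, and between 69.5% and 72.7% in those of 120-day-old boars. FPKM values of the 2 ages were thus scaled to totals of which the tables hold different shares.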

After discarding reads with poly-N >10%, poly-A, adapter, and other low-quality reads, an average of 100604464, 87609919, 93507526, and 93347563 clean reads were collected, respectively. The percentage of clean reads in each library ranged from 99.64 to 99.78%. The Bowtie2 was used for mapping reads to the ribosome RNA (rRNA) database, and the rRNA mapped reads were removed. These remaining reads were then aligned into the porcine reference genome (*Sus scrofa* 11.1) using the HISAT2 software. Approximately 95.58 to 97.15% of total clean reads were mapped to the porcine reference genome, 90.60 to 92.69% of the reads were uniquely mapped to specific regions of the porcine reference genome, and 3.88 to 5.23% of the sequences have multiple genome locations, respectively. These results indicated that the sequencing data of porcine testicular tissue are reliable and can be used for subsequent bioinformatics analysis (Table S3). The mapped sequences in each library were reconstructed and assembled using the Stringtie software, and a total of 15516 unique assembled transcripts were obtained. High-quality libraries are essential for lncRNA sequencing. Therefore, the data from each read’s relative position in the gene (5′-3′) were analyzed to ensure the quality of these 12 samples. Indeed, the vast majority of reads were evenly distributed throughout the gene, indicating good sample quality (Figure S1). Moreover, the ratio of reads corresponding to exon, intron, and intergenic regions was different, with exons accounting for the highest ratio, introns the next, and intergenic regions the lowest (Figure S2). These results indicated that RNA expression profiles were specific among different samples.

### 3.3. Identification and Characteristics of lncRNA and mRNA

To identify the high-confidence lncRNAs, a stringent filtering pipeline was developed to discard some transcripts that did not have all the characteristics of lncRNA (Figure S3). Four bioinformatic tools (namely CNCI, CPC2, CPAT, and PFAM) were used to assess the protein-coding potential of novel transcripts. Then, the intersection of four non-protein-coding potential results was regarded as novel lncRNA. 

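The deposited lncRNA table lists 10706 transcripts with 1 estimated count and 1 FPKM value for each of the 12 libraries. Of these, 8856 reached an estimated count of 1 in at least 1 library and 5137 reached a count of 10. A further 1806 were at 0 in all 12 libraries. Between 4707 lncRNAs (in a library of La) and 5732 (in a library of Lb) had an estimated count of at least 1 in a single library.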

Through this strategy, a total of 10,706 lncRNAs (including 9282 known lncRNAs and 1424 novel lncRNAs) were identified in the testicular tissues in the 12 boars (Figure 2A). The 9282 known lncRNAs were classified into 6014 intergenic lncRNAs, 1375 antisense lncRNAs, 169 intronic lncRNAs, 7 sense lncRNAs, 1135 bidirectional lncRNAs, and 582 others lncRNAs, accounting for 64.8%, 14.8%, 1.8%, 0.1%, 12.2%, and 6.3%, respectively (Figure 2C). These known lncRNA transcripts corresponded to 1909 lncRNA genes. 

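In the deposited table, all 9282 known lncRNAs carry a RefSeq transcript identifier. The gene symbols given with them come to 5600 different ones.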

The 1424 novel lncRNAs were classified into 698 intergenic lncRNAs, 292 antisense lncRNAs, 18 intronic lncRNAs, 217 sense lncRNAs, 118 bidirectional lncRNAs, and 81 others, accounting for 49%, 20.5%, 1.3%, 15.2%, 8.3%, and 5.7%, respectively (Figure 2D). In addition, a total of 21,674 mRNAs were identified (Figure 2B). 

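The 1424 assembled lncRNAs belong to 1179 gene identifiers of the assembly. The deposited annotation gives each transcript a class code from its comparison with the reference transcripts. Code u, for a transcript in an intergenic region, was given to 560 of them (39.3%), and code x, for an overlap with an exon on the opposite strand, to 288 (20.2%). Code j, for a transcript that shares a splice junction with a reference transcript, was given to 281 (19.7%). The remaining codes were i, for a transcript within an intron, with 212 (14.9%), and o, for another overlap on the same strand, with 83 (5.8%). These codes are not the classes of Figure 2D.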

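Of the 21674 mRNAs in the deposited table, 20666 carry an NCBI gene identifier and 1008 an identifier of the assembly. Across the 12 libraries, 20630 mRNAs reached an estimated count of 1 in at least 1 library, 18120 reached a count of 10, and 1020 were at 0 throughout. Between 17876 and 18473 mRNAs had a count of at least 1 in a single library.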

Subsequent analyses were based on these lncRNAs and mRNAs. We also characterized transcript length, the exon number, and open reading frame (ORF) length to explore differences of known and novel lncRNAs and mRNAs. Our results showed that the transcript length and ORF length of known and novel lncRNAs were significantly shorter than those of the mRNA transcript. Moreover, the number of exons was also less than that of mRNAs (Figure 3A–C).

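From the deposited exon positions, the median length of the 1424 assembled lncRNAs was 1038.5 nt (95% confidence interval 994 to 1080, from order statistics). The shortest was 207 nt and the longest 54164 nt. The deposited tables give no length for mRNAs or known lncRNAs. A length could be worked out from the count and the FPKM value of 75.5% of the mRNAs and of 17.9% of the known lncRNAs, and of 95.7% of the assembled lncRNAs. Where it could, the median was 2738 nt for mRNAs, 1941 nt for known lncRNAs and 1050 nt for assembled lncRNAs. A length was worked out only with a count of at least 10 and an FPKM value of at least 0.5. The transcripts left out thus had low counts or low FPKM values. Since FPKM is lower for a longer transcript with the same count, these medians may be biased. The groups of transcripts were therefore not compared by a test. ORF lengths were not analysed here.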

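The assembled lncRNAs had a median of 3 exons and at most 14. Of the 1424 transcripts, 614 had 2 exons (43.1%, 95% Wilson confidence interval 40.6% to 45.7%) and 810 had 3 or more. With the transcripts limited to the 1380 whose mean FPKM over the 12 libraries was above 0.1, the share with 2 exons was 42.9%. Exon numbers of mRNAs and known lncRNAs were not analysed here.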

### 3.4. Differential Expression Analyses of lncRNA and mRNA

To assess the expression levels of lncRNA and mRNA, FPKM was calculated using StringTie to normalize the expression levels of lncRNA and mRNA. The expression level of lncRNA was much lower than that of mRNA (Figure 3D). 

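Averaged over the 12 libraries, 56.0% ± 1.10 (SD, n = 12) of the 21674 mRNAs and 7.58% ± 3.46 (SD, n = 12) of the 10706 lncRNAs had an FPKM value over 1. The mRNA values are summed for each gene and the lncRNA values are for single transcripts, so the units compared are unlike. The share of mRNAs was higher in 12 of 12 libraries, by 48.4 percentage points on average (exact two-sided sign-flip permutation test, p = 0.000488, the smallest that 12 libraries allow). Limited to transcripts with an estimated count in the library, the difference was 51.5 points. The share of lncRNAs over an FPKM of 1 was 4.33% ± 0.12 (SD, n = 3) in Ha and 4.29% ± 0.70 (SD, n = 3) in La. At 120 days it was 11.2% ± 0.62 (SD, n = 3) in Hb and 10.5% ± 0.64 (SD, n = 3) in Lb. The median FPKM in a library lay between 1.5 and 2.0 for mRNAs and between 0 and 0.02 for lncRNAs.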

Based on the expression of lncRNA and mRNA in each sample, we conducted principal component analysis (PCA) to confirm the reliability that the samples of each group are different from each other (Figure S4). 

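Principal components were computed on log2 CPM, with a prior count of 2, for the 17332 mRNAs and 3886 lncRNAs that passed the filter on low counts over the 12 libraries. For mRNAs, the first component held 80.0% of the variance and separated the 30-day-old from the 120-day-old boars. The second held 5.64% and separated the breeds, with each HZ library below 0 and each LC library above 0. For lncRNAs, the first component held 66.8% and separated the ages, and the second held 8.30% and separated the breeds. The share of the first component moved most when only the 500 most variable features were used, to 93.9% for mRNAs and 80.3% for lncRNAs.

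**Figure D1:**
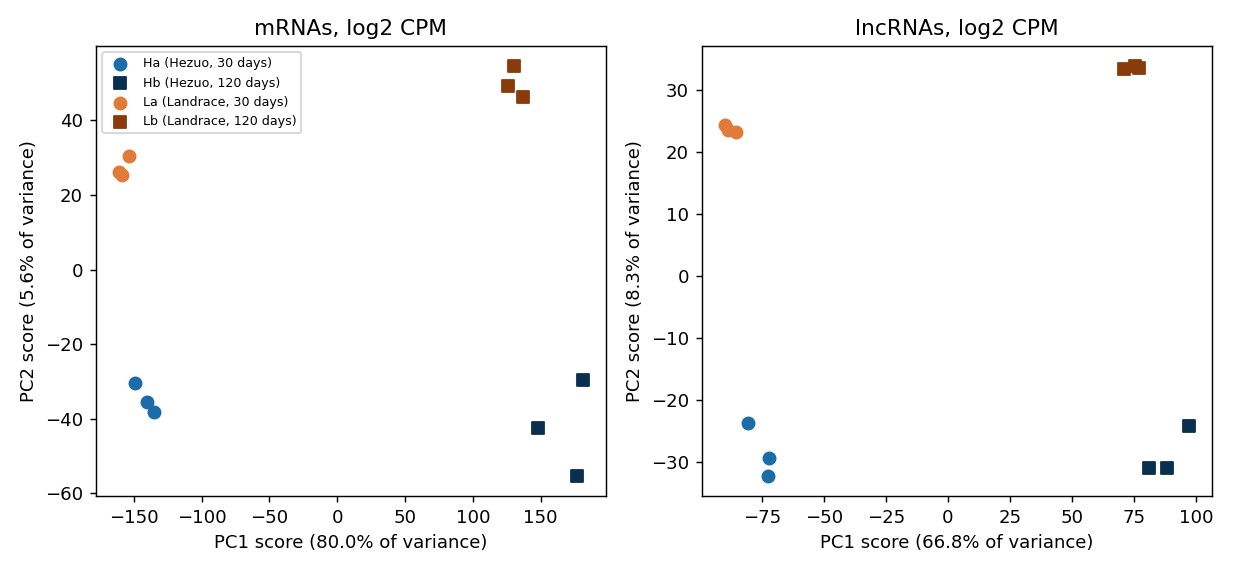
Scores of the 12 libraries on the first (x axis) and second (y axis) principal component of log2 CPM, for mRNAs and for lncRNAs. Each point is 1 library, marked by its group, and the 3 libraries of each group lie together.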

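The size of the differences was compared over all mRNAs and lncRNAs that passed the filter, without a threshold. The median absolute log2 fold change of mRNAs was 1.14 in Ha vs Hb and 0.98 in La vs Lb, against 0.30 in Ha vs La and 0.36 in Hb vs Lb. For lncRNAs, the medians were 1.83 and 1.93 between the ages, against 0.57 and 0.56 between the breeds.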

DESeq2 software was applied to screen differentially expressed lncRNA and mRNA, the expression differences of lncRNA and mRNA were remarkable in the same breeds at different days than that in different breeds of the same age. With a *q* value < 0.05 and an absolute value of log_2_FoldChange >1, a total of 2741 DE lncRNAs and 11,322 DE mRNAs were screened in the testes of 30-day-old and 120-day-old HZ and LC boars, respectively. However, the difference was much smaller in different breeds of the same age. 

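With the same thresholds, 2352 lncRNAs and 10397 mRNAs were called in at least 1 of the 4 comparisons. The lncRNAs moved most with limma on log2(FPKM + 1), under which 1109 were called. Under that setting the number of mRNAs was 7707.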

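Between the breeds, 1192 mRNAs were called in Ha vs La and 628 in Hb vs Lb, of 15648 and 16311 tested. The number in Hb vs Lb depended on single libraries: 97 were called without Lb2 and 1029 without Hb2. For lncRNAs, 133 of 2096 were called in Ha vs La and 101 of 3213 in Hb vs Lb. Without La3, 47 lncRNAs were called in Ha vs La, and without Lb3, 11 in Hb vs Lb. Changes of 3-fold were added to 200 features in libraries simulated with the depth of Hb and Lb and the spread of Hb. There, edgeR recovered 74.5% of the changed mRNAs and 55% of the changed lncRNAs, with 4 false calls in each.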

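Between the ages, 8510 of 16548 mRNAs were called in Ha vs Hb and 7926 of 16637 in La vs Lb, and for lncRNAs 1635 of 2909 and 1825 of 2988. The genes that follow were picked among called mRNAs with a gene symbol, or called lncRNAs, whose groups do not overlap. Their lack of overlap is thus given by the choice. Among these mRNAs, the smallest adjusted p of the increases in Ha vs Hb belonged to ACTL7A, which lies on chromosome 1 from 249883247 to 249884760. Its level rose from 0.40 ± 0.03 to 665 ± 47.3 CPM (SD, n = 3), a log2 fold change of 10.67 (standard error 0.19, edgeR adjusted p = 1.01e-06), and was higher in all 3 libraries of Hb than in those of Ha. CBR1, on chromosome 13 from 199617406 to 199622407, had the smallest adjusted p among the decreases. It fell from 681 ± 135 to 0.73 ± 0.09 CPM (SD, n = 3), a log2 fold change of -9.84 (standard error 0.26, edgeR adjusted p = 1.65e-06), again without overlap. In Hb vs Lb, TMSB15B (chromosome X, 84815565 to 84871809) rose from 0.78 ± 0.08 to 23.7 ± 0.57 CPM (SD, n = 3) without overlap, a log2 fold change of 4.96 (standard error 0.23, edgeR adjusted p = 0.000367). COL1A1 (chromosome 12, 26379087 to 26397180) followed, with 6.93 ± 2.56 CPM in Hb and 155 ± 14.1 in Lb (SD, n = 3), a log2 fold change of 4.53 (standard error 0.26, edgeR adjusted p = 0.000951). In Ha vs La, SURF4 on chromosome 1 was at 0 counts in the 3 Ha libraries and at 336 ± 22.6 CPM (SD, n = 3) in La, at least 2788-fold higher (edgeR adjusted p = 6.24e-06). Among the lncRNAs, LOC102158366 rose from the floor in Ha to 5324 ± 923 CPM (SD, n = 3) in Hb, at least 1006-fold (edgeR adjusted p = 9.87e-05), without overlap. MSTRG.24681.1 on chromosome Y fell from 851 ± 121 CPM in Hb to 46.8 ± 7.99 in Lb (SD, n = 3), without overlap, a log2 fold change of -4.09 (standard error 0.27, edgeR adjusted p = 0.00502).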

A total of 1984, 230, 284, and 2073 lncRNAs and 9343, 1322, 1277, and 8647 mRNAs were differentially expressed between Ha vs Hb, Ha vs La, Hb vs Lb, and La vs Lb groups (Figure 4A,B). These results indicated that the number of upregulated lncRNAs was more than the downregulated lncRNAs at different ages in the same breed. 

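Of the 1635 lncRNAs called in Ha vs Hb, 1124 (68.7%) were upregulated and 511 downregulated. In La vs Lb, 1248 of 1825 (68.4%) were upregulated and 577 downregulated. These shares depend on how the libraries are scaled. With the library sizes and TMM factors of the mRNA table, the upregulated share was 83.4% in Ha vs Hb and 80.8% in La vs Lb. The median log2 fold change over all tested lncRNAs was then 1.27 and 1.23, against 0.57 and 0.68 with TMM within the lncRNA table. Between the breeds, 55 lncRNAs were upregulated and 78 downregulated in Ha vs La, and 49 and 52 in Hb vs Lb.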

A Venn diagram was used to describe the overlaps between differentially expressed lncRNAs and mRNAs from pairwise comparisons. 

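The Venn diagram was repeated with the calls made here. Across the 4 comparisons, 53 mRNAs and 2 lncRNAs were called in every one. With DESeq2 in place of edgeR, these numbers were 97 and 10.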

Among 2741 DE lncRNAs and 11,322 DE mRNAs, 11 and 95 co-existed in the within-breed and inter-breed comparisons, respectively (Figure 4C,D). In addition, the heat map showed that lncRNA and mRNA expression patterns between Ha, Hb, La, and Lb were distinguishable. A substantial difference exists between the Ha vs Hb and La vs Lb group, and the Ha vs La and Hb vs Lb showed a similar pattern. These results indicated that gene expression differences were more remarkable in testes at different ages than in different pig breeds (Figure 4E,F).

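The fold changes of the 2 breeds with age were compared across genes, which are not independent replicates. Over the 16153 mRNAs tested in both Ha vs Hb and La vs Lb, Pearson's r of the log2 fold changes was 0.926, and over 2432 lncRNAs it was 0.903. Of the 6307 mRNAs called in both comparisons, 6286 changed in the same direction, as did 1149 of 1154 lncRNAs. The differences between the breeds at the 2 ages were less alike. Pearson's r of the log2 fold changes in Ha vs La and Hb vs Lb was 0.291 over 14730 mRNAs and 0.503 over 1599 lncRNAs. Called in both were 109 mRNAs, 101 of them in the same direction, and 10 lncRNAs, all 10 in the same direction.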

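The numbers of calls were also compared with those of other splits of the 6 libraries in each comparison. In each comparison of mRNAs or lncRNAs, 1 of the 10 splits into groups of 3, the real one, gave as many calls. With 10 splits this share cannot be under 0.1. From the larger number of differentially expressed genes between the ages and from the heat map, the paper concludes that age changed expression in the testis more than breed did.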

### 3.5. GO Terms and KEGG Pathways Analysis of Differentially Expressed mRNA

GO terms and KEGG pathways enrichment methods were conducted to assess differentially expressed mRNA function. GO annotation was categorized into biological processes (BP), cellular components (CC), and molecular function (MF). A total of 619, 514, 44, and 351 highly enriched GO terms were derived from Ha vs Hb, La vs Lb, Ha vs La, and Hb vs Lb groups, respectively (*q* value < 0.05, Table S4); The most enriched GO terms in four comparison groups included cellular developmental process (GO: 0048869), single–multicellular organism process (GO: 0044707), cell morphogenesis (GO: 0000902), calcium ion binding (GO: 0005509), transforming growth factor beta binding (GO: 0050431), and oxidoreductase activity (GO: 0016491). These differentially expressed mRNAs were involved in the development and change of the cell body and some other important functions. Obviously, we found some GO terms related to testicular development and spermatogenesis, such as male gamete generation (GO: 0048232), sexual reproduction (GO: 0019953), multicellular organism reproduction (GO: 0032504), spermatogenesis (GO: 0007283), and sperm flagellum (GO: 0036126). 

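GO terms were tested with one-sided Fisher's exact tests, against the mRNAs that had been tested and carry a GO term. In Ha vs Hb, 33 of 4755 terms passed a Benjamini-Hochberg adjusted p of 0.05, and in La vs Lb 33 of 4766. Sperm flagellum was among them: 26 of its 32 tested mRNAs were called in Ha vs Hb (1.64-fold enrichment, Fisher adjusted p = 0.0342) and 25 of 33 in La vs Lb (1.68-fold, Fisher adjusted p = 0.0494). For spermatogenesis, 92 of 154 mRNAs were called in Ha vs Hb (1.21-fold, Fisher adjusted p = 0.272) and 92 of 155 in La vs Lb (1.32-fold, Fisher adjusted p = 0.0372). Sexual reproduction, with 6 tested mRNAs in each of the 2 comparisons, did not pass in either (Fisher adjusted p = 1 and 0.702). Between the breeds, 22 of 4723 terms passed in Ha vs La and 13 of 4656 in Hb vs Lb. There, spermatogenesis had 9 of 142 and 2 of 153 mRNAs called, and did not pass (Fisher adjusted p = 1 in both).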

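KEGG pathways were taken from the deposited annotation and tested in the same way, against the tested mRNAs with a pathway. Of 319 pathways, 28 passed a Benjamini-Hochberg adjusted p of 0.05 in Ha vs Hb, 18 in La vs Lb and 9 in Hb vs Lb. In Ha vs La, 8 of 318 passed. The numbers between the ages depended on the background: against all 7380 mRNAs of the table with a pathway, which include mRNAs too low to be tested, 106 passed in Ha vs Hb and 55 in La vs Lb. In Ha vs Hb the lowest adjusted p belonged to hematopoietic cell lineage, with 53 of 68 mRNAs called (1.61-fold, Fisher adjusted p = 0.000163), 4 of them upregulated.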

KEGG pathways analysis revealed that differentially expressed mRNAs were assigned to 107, 106, 4, and 22 pathways in Ha vs Hb, La vs Lb, Ha vs La, and Hb vs Lb groups, respectively (*q* value < 0.05, Table S5). These pathways included ECM–receptor interaction (ko04512), calcium (ko04020), PI3K-Akt (ko04151), MAPK (ko04010), Ras (ko04014), and Relaxin (ko04926). These results indicated that differentially expressed genes in the testes of HZ and LC boars were involved in testicular development and spermatogenesis through the above pathways.

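ECM-receptor interaction passed in Ha vs Hb, with 51 of 76 mRNAs called (1.39-fold, Fisher adjusted p = 0.0121), 6 of them upregulated. It did not pass in La vs Lb (39 of 75 called, Fisher adjusted p = 0.347). In Hb vs Lb, 17 of its 73 mRNAs were called (6.42-fold, Fisher adjusted p = 7.97e-08), and all 17 were higher in Lb. PI3K-Akt passed in Hb vs Lb, with 25 of 275 mRNAs called (2.50-fold, Fisher adjusted p = 0.00105), and not between the ages (Fisher adjusted p = 0.194 in Ha vs Hb and 0.387 in La vs Lb). Calcium signaling passed in La vs Lb, with 93 of 161 mRNAs called (1.34-fold, Fisher adjusted p = 0.00417), and did not pass in Ha vs Hb (1.21-fold, Fisher adjusted p = 0.0572). Relaxin signaling passed in Hb vs Lb, with 12 of 116 mRNAs called (Fisher adjusted p = 0.0333), and did not pass there with the calls of DESeq2 (Fisher adjusted p = 0.0784). MAPK and Ras signaling passed in none of the 4 comparisons, and their lowest Fisher adjusted p were 0.659 (Ha vs Hb) and 0.586 (La vs Lb). Against all mRNAs of the table with a pathway, calcium, PI3K-Akt, Relaxin and MAPK signaling passed in Ha vs Hb (Fisher adjusted p = 0.00168, 0.0227, 0.0263 and 0.0379), and ECM-receptor interaction, PI3K-Akt and MAPK signaling in La vs Lb (Fisher adjusted p = 0.0451, 0.0406 and 0.0406).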

### 3.6. GO Terms and KEGG Pathways Enrichment Analyses of Target Genes of Differentially Expressed lncRNA

To gain insight into the potential functions of differentially expressed lncRNAs in regulating precocious puberty associated with testicular development and spermatogenesis, GO and KEGG enrichment analyses were performed to investigate the roles of lncRNA in *cis*- and *trans*-regulation. We searched for protein-coding genes 10 kb up and downstream of all the identified lncRNAs as the *cis*-target gene. The results showed that 688 lncRNAs were near 603 mRNAs, corresponding to 795 lncRNA-coding gene pairs (Table S6). 

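Positions on chromosomes 1 to 18, X and Y were had for 10380 of the lncRNAs and 19553 of the mRNAs. Within a distance of 10 kb, without an overlap, 495 lncRNAs called in any comparison had 435 called mRNAs as neighbours, in 567 pairs. Pairs that overlap raised this to 1181 pairs. The direction of change was then compared within pairs called in the same comparison, with 1 pair for each lncRNA gene and mRNA. In Ha vs Hb, 189 of 286 pairs (66.1%) changed in the same direction, and in La vs Lb 197 of 280 (70.4%). When each lncRNA was set beside called mRNAs drawn at random, the share averaged 50.6% and 51.7%, and 0 of 1000 draws reached the observed share in either comparison. The share fell with distance. In Ha vs Hb it was 75.0% up to 2 kb, 64.4% from there to 5 kb and 55.6% beyond, and in La vs Lb 76.0%, 72.9% and 61.5%.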

A total of 430 GO terms were significantly enriched (*p* value < 0.05, Table S7). The top five GO terms were cilium morphogenesis (GO: 0060271), nitrogen cycle metabolic process (GO: 0071941), microtubule organizing center (GO: 0005815), cellular response to xenobiotic stimulus (GO: 0071466), and S100 protein binding (GO: 0044548). A total of 17 pathways were significantly enriched (*p* value < 0.05, Table S8). These mainly included antigen processing and presentation(ko04612), TGF-beta(ko04350), carbon metabolism (ko01200), and biosynthesis of amino acids(ko01230)signaling pathways. Some target genes of these lncRNA were also found to enrich in some testicular development or spermatogenesis signaling pathways, such as PI3K-Akt (ssc04151) in Leydig cells [38] and Sertoli cells [39], MAPK (ssc04010) in germline stem cells [40], Sertoli cells [41], Leydig cells [42], and blood-testis barrier [43]. These findings suggested that lncRNA play an important role in pig testis development and spermatogenesis by acting on their neighboring protein-coding genes via *cis* pattern.

We also observed a correlated expression pattern of lncRNA and protein-coding genes in a *trans* manner. 

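Pearson correlations over the FPKM values of the 12 libraries were computed between the 2352 lncRNAs and 10397 mRNAs called here. An absolute r over 0.95 was found for 442504 pairs, 1.81% of all, with 1956 lncRNAs and 8464 mRNAs. The 12 libraries fall into separate groups by age, so that such a correlation can arise from the difference between the ages alone. When the libraries were permuted within each group, separately for each lncRNA, 10 draws gave between 318043 and 440253 pairs. After the group means were subtracted from each gene, 50522 pairs were over the threshold, against 43856 to 49794 in 10 draws. With log2(FPKM + 1) in place of FPKM, 1237095 pairs passed, and with a threshold of 0.99, 8204.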

A total of 476,142 pairs were detected from 2346 lncRNAs and 9450 target genes using the absolute value of Pearson correlation >0.95 as the cut-off (Table S9). GO enrichment analysis results showed that 603 GO terms were significantly enriched (*q* value < 0.05, Table S10) and involved in protein binding (GO: 0005515), male gamete generation (GO: 0048232), sexual reproduction (GO: 0019953), sperm part (GO: 0097223), spermatogenesis (GO: 0007283), and multicellular organism reproduction (GO: 0032504). In addition, a total of 97 pathways were identified (*q* value < 0.05, Table S11); some pathways were related to testis development or spermatogenesis, such as the Ras (ssc04014) in spermatogonial stem cells [44], seminiferous epithelium cells [45], and testicular interstitial cells [46], AMPK (ssc04152) in Sertoli cells [47], and the TGF-beta (ssc04350) in testicular. These studies found that these lncRNA were involved in signaling pathways through target genes to affect testicular development, spermatogenesis, and maturation.

### 3.7. GO Terms and KEGG Pathways Enrichment Analysis of Genes Related to Precocious Puberty

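The mRNAs and lncRNAs called in both Ha vs Hb and Hb vs Lb were taken from the calls made here. They came to 486 mRNAs and 58 lncRNAs. If the 2 comparisons were independent, 335.6 mRNAs and 62.7 lncRNAs would be shared. Both comparisons hold the 3 Hb libraries, so the 2 are not independent. Among Ha, Hb and Lb, 450 of the 486 mRNAs were either highest or lowest in Hb, with 287 of these lowest. The other 36 changed in the same direction in both comparisons. Of the 58 lncRNAs, 47 were highest and 6 lowest in Hb among the same groups. La was not part of this ranking. The numbers depended on single libraries: 74 mRNAs were shared without Lb2 and 831 without Hb2, and 8 lncRNAs without Lb3 and 61 without Ha3.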

In order to find molecules, GO functions, and KEGG signaling pathways related to precocious puberty from massive data in HZ boars, we screened a collection of DE lncRNA and DE mRNA from Ha vs Hb and Hb vs Lb groups. These molecules (187 lncRNAs and 984 mRNAs) contained important information during testicular development in HZ boars and the differences of sexual maturity in HZ and LC boars, and important contributing molecules to precocious puberty in HZ pigs. 

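Whether the change with age differed between the breeds was tested with edgeR as an interaction of breed and age over the 12 libraries. Of 17332 mRNAs, 890 passed the thresholds, and 609 of these had a higher fold change in LC than in HZ boars. Among the 486 mRNAs shared by Ha vs Hb and Hb vs Lb, 209 had a called interaction. Of 3886 lncRNAs, 1 passed, 443 had an unadjusted p under 0.05, and none of the 58 shared lncRNAs was called. With DESeq2, 1364 mRNAs and 133 lncRNAs had a called interaction. Across the edgeR fits that left out 1 library, the numbers ranged from 437 to 1242 mRNAs and from 0 to 25 lncRNAs. Of the molecules that Table S12 lists, 439 mRNAs and 55 lncRNAs were among those shared here. The paper reasons that molecules which change both with age in HZ boars and between the breeds at 120 days contribute to precocious puberty.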

(Table S12). A total of 157 GO terms and 49 signaling pathways were enriched. These GO terms were involved in collagen fibril organization (GO: 0030199), angiogenesis (GO: 0001525), cell adhesion (GO: 0007155), heart development (GO: 0007507), and male gonad development (GO: 0008584) (Figure 5A). The signal pathways include ECM–receptor interaction (ssc04512), PI3K-Akt (ssc04151), Wnt (ssc04310), TGF-beta (ssc04350) and Glycolysis/Gluconeogenesis (ssc00010) signaling pathways (Figure 5B). This implies that these molecules may play a key role in regulating precocious puberty through the above signaling pathways.

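Among the 486 shared mRNAs, 15 of 4625 GO terms passed a Benjamini-Hochberg adjusted p of 0.05. For collagen fibril organization, 10 of 27 mRNAs were among them (13.8-fold, Fisher adjusted p = 2.19e-06). Angiogenesis had 9 of 98 mRNAs (3.43-fold, Fisher adjusted p = 0.259) and cell adhesion 14 of 197 (2.65-fold, Fisher adjusted p = 0.2). Heart development, with 4 of 133, and male gonad development, with 4 of 45, did not pass (Fisher adjusted p = 1 in both).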

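Of 319 pathways, 6 passed among the 486 shared mRNAs. They included protein digestion and absorption (16 of 66 mRNAs, 7.96-fold, Fisher adjusted p = 1.96e-08) and focal adhesion (21 of 182, 3.79-fold, Fisher adjusted p = 1.65e-05). ECM-receptor interaction held 13 of 73 (5.85-fold, Fisher adjusted p = 2.28e-05) and PI3K-Akt 21 of 274 (2.52-fold, Fisher adjusted p = 0.00473). Wnt, TGF-beta and glycolysis did not pass (Fisher adjusted p = 0.487, 0.853 and 1), with 8 of 123, 4 of 69 and 1 of 54 mRNAs.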

### 3.8. LncRNA–mRNA Interaction Network Analysis

Based on screened candidate molecules associated with precocious puberty, we predicted target genes (*cis* and *trans*) of the screened 187 lncRNAs and intersected them with the screened 984 mRNAs to finally obtain DE lncRNA and target DE mRNA. These differentially expressed molecules were used in the construction of the lncRNA–mRNA co-expression network (Figure 6). 

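Among the lncRNAs and mRNAs of Table S12, an absolute Pearson's r over 0.95 across the 12 libraries was found for 4426 pairs. These joined 172 of the 187 lncRNAs with 561 of the 984 mRNAs.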

The whole co-expression network consisted of 145 network nodes and 122 connections among 119 DE lncRNAs and 29 DE mRNAs. Some mRNAs were centers of the network, such as *MSTRG.10873*, *MSTRG.11244,* and *MSTRG.10704*. Moreover, these results showed that one mRNA is associated with many lncRNAs, and one lncRNA is associated with many mRNAs, indicating that the interaction of lnRNA and mRNA participate in precocious puberty.

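MSTRG.10873 was joined with 22 lncRNAs by a Pearson's r over 0.95, MSTRG.10704 with 18 and MSTRG.11244 with 15, all with a positive r. They ranked 49, 74 and 105 among the 984 mRNAs by this number, of which the highest was 49 and the median 1. MSTRG.10873 was at the floor in Ha and La and at 22.4 ± 10.9 CPM (SD, n = 3) in Hb and 4.03 ± 1.36 in Lb, a log2 fold change of -2.42 in Hb vs Lb (standard error 0.44, edgeR adjusted p = 0.0269), without overlap. MSTRG.10704 was also at the floor at 30 days, and fell from 13.4 ± 1.52 CPM in Hb to 3.49 ± 1.51 in Lb (SD, n = 3), a log2 fold change of -1.89 (standard error 0.36, edgeR adjusted p = 0.03), without overlap. MSTRG.11244 was at the floor in Ha, La and Lb and at 1.00 ± 0.34 CPM (SD, n = 3) in Hb, at least 6.48-fold higher than in Lb (edgeR adjusted p = 0.0354). Each of these calls in Hb vs Lb was lost in 4 or more of the 6 fits that left out 1 library, with adjusted p of up to 0.0923 (without Lb3), 0.0922 (without Hb3) and 0.12 (without Lb2).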

### 3.9. Validation of Expression Levels of lncRNA and mRNA Detected in RNA-Seq

To further validate the RNA-Seq result and detect expression level, we randomly selected 16 differentially expressed lncRNAs and mRNAs to conduct qRT-PCR detection, which included eight lncRNAs (*LOC102165633*, *LOC110259451*, *LOC102166140*, *LOC102166108*, *MSTRG.189*, *MSTRG.12845*, *MSTRG.15011*, *MSTRG.5259*) and eight mRNAs (*SFRP1*, *WNT2B*, *SIX4*, *TGFB3*, *DHH*, *SPATS1*, *SPO11*, *PDGFRB*). 

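In the sequencing data, SFRP1, WNT2B, TGFB3 and PDGFRB fell with age in HZ boars and were higher in Lb than in Hb. The largest of these differences between the breeds was that of PDGFRB, on chromosome 2 from 151155753 to 151192818. It was at 12.1 ± 7.80 CPM in Hb and 70.9 ± 16.4 in Lb (SD, n = 3), a log2 fold change of 2.57 (standard error 0.46, edgeR adjusted p = 0.0249), without overlap. SIX4 fell with age and was lower in Lb than in Hb (log2 fold change -2.36, standard error 0.42, edgeR adjusted p = 0.0244), without overlap. Its fall in Ha vs Hb (log2 fold change -1.11, standard error 0.37, edgeR adjusted p = 0.0303) was not called without Ha3 (edgeR adjusted p = 0.112). These 5 calls in Hb vs Lb were each lost in 4 or 5 of the 6 fits that left out 1 library, with adjusted p of up to 0.129 for SFRP1 and 0.107 for WNT2B, 0.0903 for TGFB3 and 0.093 for PDGFRB (each without Lb2) and 0.096 for SIX4 (without Lb3). DHH, SPATS1 and SPO11 differed between Hb and Lb by log2 fold changes of 1.08, -1.15 and -1.29, without overlap, and were not called (edgeR adjusted p = 0.067, 0.0507 and 0.0621). SPATS1 and SPO11 rose with age in both breeds, by log2 fold changes of 3.13 and 3.38 in Ha vs Hb (edgeR adjusted p = 6.16e-05 and 0.00013), without overlap. Of the lncRNAs, LOC102165633 on chromosome X fell from 231 ± 31.0 CPM in Ha to 76.2 ± 22.6 in Hb (SD, n = 3), a log2 fold change of -1.62 (standard error 0.35, edgeR adjusted p = 0.00595), without overlap. LOC102166108 on chromosome 9 rose by a log2 fold change of 1.54 (edgeR adjusted p = 0.0181) and MSTRG.189.1 on chromosome 1 by 1.33 (edgeR adjusted p = 0.0247), both without overlap. Without Ha1, their adjusted p were 0.072 and 0.093. MSTRG.12845.3, MSTRG.12845.4 and MSTRG.5259.1 rose from the floor in Ha by at least 44.0-fold, 53.7-fold and 34.2-fold. Between Hb and Lb, 2 of the named lncRNA transcripts were called: MSTRG.12845.3 (log2 fold change -1.78, standard error 0.34, edgeR adjusted p = 0.043) and MSTRG.5259.1 (log2 fold change -1.81, standard error 0.36, edgeR adjusted p = 0.0497), both without overlap. Both calls were lost in each of the 6 fits that left out 1 library, with adjusted p of up to 0.161 and 0.178 (both without Lb3).

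**Figure D2:**
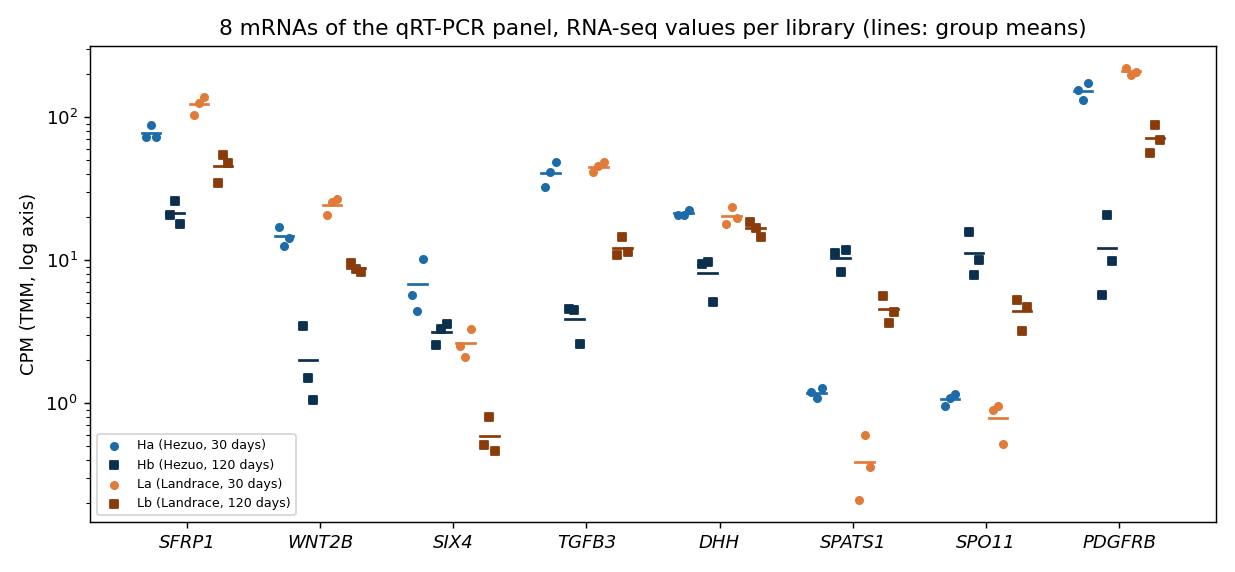
CPM (log scale) of the 8 mRNAs chosen for qRT-PCR, in the 12 sequenced libraries. Points are the 3 libraries of each group (Ha, Hb, La, Lb) and bars their mean. PDGFRB, for example, averages 12.1 CPM in Hb and 70.9 in Lb.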

The expression of each lncRNA or mRNA was consistent with those obtained by sequencing (Figure 7), suggesting the high reliability and accuracy of RNA-Seq data.

## 4. Discussion

Improvements in pig reproduction performance are critical in livestock production, which can generate higher breeding benefits. Precocious puberty is an excellent reproductive characteristic in Chinese local pig breeds; it is essential to study the regulation mechanism of precocious puberty in livestock and poultry. Chinese Hezuo pig is a typical plateau miniature pig and characterized by obviously precocious puberty. The males achieve sexual maturity at around 4 months, which is a good experimental model for studying precocious puberty traits. Testicular development directly affects the early and late sexual maturity of male animals, thus determining their reproductive performance. LncRNA has been proved to play an important regulatory role in animal reproduction [48]. Therefore, testicular development of HZ and LC boars at 30 days old and 120 days old was analyzed and compared by histology and expression characteristics of lncRNA and mRNA using RNA-seq.

The key to testicular development mainly depends on Leydig, Sertoli, and germ cells [15]. Leydig cells can stimulate testicular development and promote spermatogenesis and maturation by secreting testosterone. At the same time, Sertoli cells can provide nutrition and structural support required for the development of germ cells and secrete the androgen binding protein. Histological analysis showed that diameter of the seminiferous tube, lumen area, number of Leydig, and Sertoli and germ cells were larger in 30-day-old and 120-day-old HZ boar than those of LC boar of the same age, and sperm were observed in 120-day-old HZ boar (Figure 1). HZ boar underwent puberty development at an earlier stage than LC boar and demonstrated early sexual maturity, which is consistent with some other local pig breeds (such as Bísaro pig [49], Meishan pig [6]).

Testis development and spermatogenesis are complex biological processes, which are regulated at different developmental stages by different genes at the genetic levels, whose transcription is dynamic and stage-specific [50]. LncRNA has emerged as a major translational regulator in the reproduction process (such as gonadogenesis [51], sex hormone response [52], sex determination [53], spermatogenesis [54], and meiosis [55]) in humans and animals. In this study, a total of 10,706 lncRNAs (9282 known lncRNAs and 1424 novel lncRNAs) and 21,674 mRNAs were identified from the testis of HZ and LC boars at the age of 30 days old and 120 days old. To our knowledge, this is the first study to identify lncRNA and mRNA during testicular development in HZ boars. The large number of novel lncRNAs identified here suggests that the identification and characterization of porcine lncRNAs are still limited compared to other animals (such as mouse and rat). Since these novel lncRNAs were identified by strict criteria, they are high quality and valuable for studying the mechanisms of precocious puberty in HZ boars. In addition, lncRNA has shorter lengths, fewer exon numbers, shorter ORF lengths, and lower expression levels compared to mRNA (Figure 3A–C). These differences between lncRNA and mRNA have also been found in other mammals and may suggest some regulatory conservation in mammals [19,20,21]. We randomly selected differentially expressed eight lncRNAs and eight mRNAs to validate the accuracy of RNA-seq data using qRT-PCR. The results were consistent with the results from the RNA-seq data. These results confirmed that the identified lncRNA was of high quality and can be used to be deeply analyzed.

Based on the above results, we conferred that the transcriptomic change was caused by differences in cell types in these two breeds and two ages of testes and that lncRNA might play important roles in the regulation of sexual maturation. 

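Lists of genes known as markers of 9 cell types were written down before they were tested, and the fold changes of each list were compared with those of all other mRNAs by camera with a preset correlation of 0.01. Germ cell lists rose with age. The mean log2 fold change of 9 spermatid genes was 9.80 in Ha vs Hb (camera adjusted p = 1.47e-05) and 8.70 in La vs Lb (camera adjusted p = 4.94e-05), with all 9 upregulated in both. With the genes that were at the floor at 30 days set to their bound, the means were 9.80 and 8.66. For 8 spermatocyte genes it was 3.64 and 4.05 (camera adjusted p = 0.00272 and 0.000633), all 8 upregulated. Spermatogonia genes changed by -0.30 and 0.33 on average and did not pass under camera. These means combine opposite changes, with 4 genes higher and 7 lower in Ha vs Hb, and 5 higher and 6 lower in La vs Lb. DDX4, for example, changed by 4.79 and 4.91, and NANOS2 by -2.69 and -2.79. Somatic lists fell with age, by a mean log2 fold change of -3.59 for 7 Leydig cell genes and -2.75 for 10 peritubular and stromal genes in Ha vs Hb (camera adjusted p = 0.0348 and 0.00535). In La vs Lb these were -1.38 and -0.91 (camera adjusted p = 0.0253 and 0.0468). For 8 Sertoli cell genes the means were -1.61 and -1.76 (camera adjusted p = 0.0184 and 0.0222). At 120 days, the stromal list was higher in Lb than in Hb, by 2.22 (camera adjusted p = 4.09e-06), with 10 of 10 genes higher. The Leydig cell list was higher by 2.53 (camera adjusted p = 0.0103, 7 of 7 genes), and by 3.50 without Hb1, whose Leydig cell genes stood above those of Hb2 and Hb3. The spermatid list was lower in Lb, by a mean of -0.73 (camera adjusted p = 0.000902, 10 of 10 genes), and the spermatocyte list by -0.35 (camera adjusted p = 0.0244, 7 of 8 genes). Of 36 tests, 23 passed under camera, 21 of these also under fry, and none with the correlation between the genes estimated from the data (lowest adjusted p 0.292, and 5 tests with an unadjusted p under 0.05). The means of the lists rest on TMM, under which the median mRNA changed by -0.03 in Ha vs Hb and 0.02 in Hb vs Lb. The paper infers that differences in cell types between the breeds and ages caused the change of the transcriptome.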

Previous research has looked into the functions of certain lncRNAs in testis development and spermatogenesis. For example, lncRNA *Mrhl* is negatively regulated by Wnt signaling activation through its protein partner Ddx5, which regulates the process of spermatogenesis [56]. LncRNA *Tsx* was specifically expressed in crude lineage spermatocytes, suggesting that *Tsx* plays a regulatory role in germ cell meiosis [57]. *Dmr* is a testis-specific functional lncRNA that forms trans-splicing RNA isoforms with doublesex and mab-3 related transcription factor 1 (DMRT1). This DMRT1 protein could promote spermatogonia development and prevents premature meiosis [58], indicating that lncRNA *Dmr* may be involved in the transformation of mitosis and meiosis in germ cell development.

To compare the expression profiles of lncRNA and mRNA in the testes of HZ boars and LC boars, we focused on two comparison groups, Ha vs Hb and Hb vs Lb, to screen for co-differentially expressed lncRNA and mRNA to explore some key molecules of precocious puberty traits in HZ boars. A total of 187 lncRNAs and 984 mRNAs were detected after comparison. To deeply explore the biological functions of lncRNA and mRNA, GO and KEGG analyses were performed on the target genes of these lncRNA and mRNA. The result showed that most of them were enriched in some common metabolic pathways (such as TGF-beta, PI3K-Akt, and Wnt), which play a functional role in testis development and spermatogenesis [38,39,59,60]. 

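Of the lncRNAs LOC102166140, LOC110259451 and MSTRG.15011.2 and the mRNAs PDCL2, HSD17B4, SHCBP1L, CYP21A2 and SPATA3, all but PDCL2 were called in Ha vs Hb. None was called in both Ha vs Hb and Hb vs Lb. In Hb vs Lb with DESeq2 in place of edgeR, LOC102166140, LOC110259451, MSTRG.15011.2 and CYP21A2 were called.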

Through these analyses, we found some candidate lncRNAs (such as *LOC102166140*, *LOC110259451*, and *MSTRG.15011.2*) and mRNAs (such as *PDCL2*, *HSD17B4*, *SHCBP1L*, *CYP21A2*, and *SPATA3*) that could be related to the traits of precocious puberty.

Most evidence suggests that the expression of lncRNA can regulate the expression of neighboring mRNA and is highly correlated with their expression [61]. *LOC102166140* was predicted to regulate the target gene *PDCL2*. The PDCL2 protein is a member of a conserved family of small thioredoxin-like proteins. Mammalian *PDCL2* is strongly expressed in pachytene spermatocytes and early post-meiotic sperm cells in the testis, and *PDCL2* expression is restricted to male and female germ cells [62]. In our study, the expression of *LOC102166140* and *PDCL2* was significantly increased in Ha vs Hb and might positively regulate spermatogenesis by regulating the expression of *PDCL2*. 

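LOC102166140 lies on chromosome 8 from 54950106 to 54963084, on the plus strand, beside PDCL2 on the minus strand. Its mean was 0.59 ± 1.02 CPM in Ha, where it was at the floor, and 195 ± 24.8 in Hb (SD, n = 3), at least 36.8-fold higher (edgeR adjusted p = 0.000343), without overlap. It also rose from the floor in La to 76.3 ± 23.4 CPM (SD, n = 3) in Lb. Between Hb and Lb it was lower in Lb without overlap, by a log2 fold change of -1.27 (standard error 0.32, edgeR adjusted p = 0.0962). PDCL2 had no count in Ha and 0.27 ± 0.17 CPM (SD, n = 3) in Hb, at least 2.22-fold above the floor. It was too low for the filter in Ha vs Hb and was not tested there. In Lb it was at 0.38 ± 0.16 CPM (SD, n = 3), and Hb and Lb overlapped. Since the ages form separate clusters, the pair was correlated within each age over 6 libraries. These hold both breeds, so that a difference between the breeds also enters the correlation. At 120 days Pearson's r of the FPKM values was -0.435 (exact permutation p = 0.386, adjusted 0.482) and Spearman's rho -0.493 (exact permutation p = 0.344, adjusted 0.419). Without the 2 libraries farthest from the median, r was -0.023. At 30 days PDCL2 was at 0 in 5 of 6 libraries, and r was 0.845 (exact permutation p = 0.167, adjusted 0.317) and rho 0.707 (exact permutation p = 0.167, adjusted 0.403), which rests on 1 library. The adjusted values cover the 5 correlations computed for the named pairs.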

*LOC110259451* was predicted to act on the target gene *HSD17B4*. The HSD17B4 protein is an enzyme protein that plays an important role in steroid metabolism, which can inactivate estradiol with high biological activity and convert it to estrone with low activity [63]. *HSD17B4* regulates the amount of intracellular estradiol secretion and maintains the stability of estrogen [64]. In this study, *LOC110259451* and *HSD17B4* genes were downregulated in mature HZ boar and might regulate sexual maturation by altering hormonal homeostasis in vivo. 

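LOC110259451 lies on chromosome 2 from 123403323 to 123413588, downstream of HSD17B4 (123313445 to 123401386) on the same strand. Its mean fell from 570 ± 50.5 CPM in Ha to 139 ± 78.8 in Hb (SD, n = 3), a log2 fold change of -2.10 (standard error 0.41, edgeR adjusted p = 0.00367), without overlap. HSD17B4 fell from 784 ± 116 to 249 ± 98.6 CPM (SD, n = 3), a log2 fold change of -1.65 (standard error 0.29, edgeR adjusted p = 0.00179), also without overlap. Both fell with age in LC boars too, by log2 fold changes of -1.84 (standard error 0.33, edgeR adjusted p = 0.00162) and -1.28 (standard error 0.21, edgeR adjusted p = 0.000626), without overlap. The difference between these changes with age in the 2 breeds was tested as an interaction, and was 0.18 for LOC110259451 (edgeR adjusted p = 1) and 0.37 for HSD17B4 (edgeR adjusted p = 0.601). In Hb vs Lb, LOC110259451 was higher in Lb without overlap (log2 fold change 1.95, standard error 0.39, edgeR adjusted p = 0.0505), and HSD17B4 overlapped (log2 fold change 0.58, standard error 0.29, edgeR adjusted p = 0.248). Over the 6 libraries of 120-day-old boars, Pearson's r of the pair was 0.796 (exact permutation p = 0.0708, adjusted 0.317) and Spearman's rho 0.6 (exact permutation p = 0.242, adjusted 0.403). These libraries hold both breeds, and LOC110259451 differed between them, so that this correlation may arise from the breeds. With log2(FPKM + 1) values r was 0.827 (exact permutation p = 0.0458, adjusted 0.229). Without Hb2 and Hb3, the 2 libraries farthest from the median, r of the FPKM values was 0.341, but the range is narrower there and only 4 libraries are left. At 30 days r was 0.632 (exact permutation p = 0.19, adjusted 0.317) and rho 0.6 (exact permutation p = 0.242, adjusted 0.403), and r was -0.43 without the 2 farthest libraries.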

*SHCBP1L* is a predicted *cis*-target of the lncRNA *MSTRG.15011.2*. SHCBP1L, a conserved protein in mammals, is predominantly expressed in male germ cells and maintains spindle stability during meiosis in testis [65]. Knockout of the *SHCBP1L* gene in mice increases the number of meiosis-arrested spermatocytes [66]. 

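MSTRG.15011.2 lies on chromosome 9 from 124221913 to 124265808, on the plus strand, next to SHCBP1L (124188457 to 124221850) on the minus strand. MSTRG.15011.2 had no count in the 6 libraries of 30-day-old boars and was at 49.2 ± 33.0 CPM (SD, n = 3) in Hb, at least 9.3-fold above the floor (edgeR adjusted p = 0.00397), without overlap. In Lb it was at 4.09 ± 4.03 CPM (SD, n = 3), below each Hb library, a log2 fold change of -3.44 (standard error 0.99, edgeR adjusted p = 0.132). SHCBP1L rose from 1.94 ± 1.08 CPM in Ha to 324 ± 77.2 in Hb (SD, n = 3), a log2 fold change of 7.38 (standard error 0.44, edgeR adjusted p = 1.15e-05), without overlap. It rose as well in LC boars, from 1.27 ± 0.24 to 281 ± 32.9 CPM (SD, n = 3), a log2 fold change of 7.81 (standard error 0.18, edgeR adjusted p = 3.54e-08), without overlap. Hb and Lb overlapped for SHCBP1L (log2 fold change -0.16, standard error 0.18, edgeR adjusted p = 0.615), and the sign changed without Hb1 (0.02, edgeR adjusted p = 0.964). At 120 days, Pearson's r of the pair over 6 libraries was 0.145 (exact permutation p = 0.801, adjusted 0.801) and Spearman's rho 0.429 (exact permutation p = 0.419, adjusted 0.419). Without the 2 libraries farthest from the median, r was -0.366.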

High expression of *MSTRG.15011.2* and *SHCBP1L* in mature HZ boar suggested that it may promote spermatogenesis to display the precocious puberty trait.

*CYP21A2* is responsible for 21-hydroxylase activity. Mutations in *CYP21A2* can lead to 21-hydroxylase deficiency, and congenital adrenal hyperplasia (CAH) displayed early puberty [67,68]. Sunil et al. found that the E318X mutation in *CYP21A2* is associated with premature pubic hair appearance and hyperandrogenism in children [69]. 

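CYP21A2 lies on chromosome 7 from 24086138 to 24089364. Its mean was 32.5 ± 3.75 CPM in Ha and 9.01 ± 1.22 in La (SD, n = 3), a log2 fold change of -1.85 (standard error 0.15, edgeR adjusted p = 0.000495), without overlap. With all 12 libraries in one fit, the adjusted p of this difference was 0.139. In Hb it was at 0.38 ± 0.48 CPM (SD, n = 3), a log2 fold change from Ha of -6.42 (standard error 0.65, edgeR adjusted p = 0.00012), without overlap. In Lb the 3 libraries spread widely, at 5.09 ± 6.12 CPM (SD, n = 3), and overlapped with those of La and of Hb. The change with age differed between the breeds by a log2 fold change of 5.60 (standard error 1.26, edgeR adjusted p = 0.0255), and by an adjusted p of 0.0628 without La3.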

The high expression of *CYP21A2* in immature HZ boars suggested that it may also be important in the precocious puberty of HZ boars. *SPATA3* is one gene of the SPATA (spermatogenesis-associated) gene family that plays a vital role in testis development and spermatogenesis [70]. *SPATA3* has been shown to be the most significantly downregulated gene in the testis of infertile patients [71]. Yang et al. found that *SPATA3* plays an important role in spermatogonia development in mice [72]. In our study, the expression of *SPATA3* was highest in mature HZ boars and significantly higher than that in LC boars of the same age. 

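SPATA3 lies on chromosome 15 from 131742405 to 131762293. It was at the floor in Ha, at 0.18 ± 0.09 CPM in La, at 82.5 ± 12.3 in Hb and at 44.1 ± 4.01 in Lb (SD, n = 3). Its level in Hb was at least 684.7-fold above the floor of Ha (edgeR adjusted p = 1.65e-06), without overlap. Each Hb library was above each Lb library, with a log2 fold change in Hb vs Lb of -0.86 (standard error 0.16, edgeR adjusted p = 0.0269), which is within the threshold of 1 on the fold change. In 4 of the 6 fits that left out 1 library, the adjusted p was over 0.05, with 0.106 without Lb2 as the highest.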

We speculated that this gene might promote spermatogenesis in cooperating pigs through apoptosis and cellular autophagy [73] to achieve precocious maturity. In addition, the constructed lncRNA–mRNA co-expression network (Figure 6) indicated that some mRNAs (such as *MSTRG.10873*, *MSTRG.11244*, and *MSTRG.10704*) were regulated by multiple lncRNA, and it was speculated that they might also play an important role in the process of precocious puberty. However, the underlying mechanisms of these potential regulatory activities need to be further investigated.

## 5. Conclusions

In summary, testis development and spermatogenesis play a vital role in the early maturation of pigs, and these functions are achieved through the regulation of different signaling pathways and related genes. We screened for related lncRNAs (such as *LOC102166140*, *LOC110259451*, and *MSTRG.15011.2*) and mRNAs (such as *PDCL2*, *HSD17B4*, *SHCBP1L*, *CYP21A2*, and *SPATA3*) that might be involved in testicular development and spermatogenesis to regulate precocious puberty traits; the useful insights could be provided for the study of the molecular mechanism of precocious puberty.

## Figures and Tables

**Figure 1:**
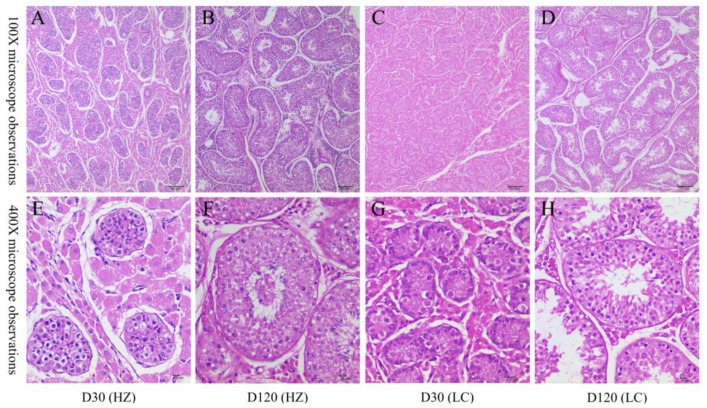
Histological evaluation of HZ and LC pig testicular tissues at 30 and 120 days old. The morphology of each sample was observed under light microscopy: (**A**–**D**) represent the testicular cross-sections of 30-day-old HZ, 120-day-old HZ, 30-day-old LC, and 120-day-old LC pig at 100x magnification, respectively; (**E**–**H**) represent the testicular cross-sections of 30-day-old HZ, 120-day-old HZ, 30-day-old LC, and 120-day-old LC pig at 400× magnification, respectively.

**Figure 2:**
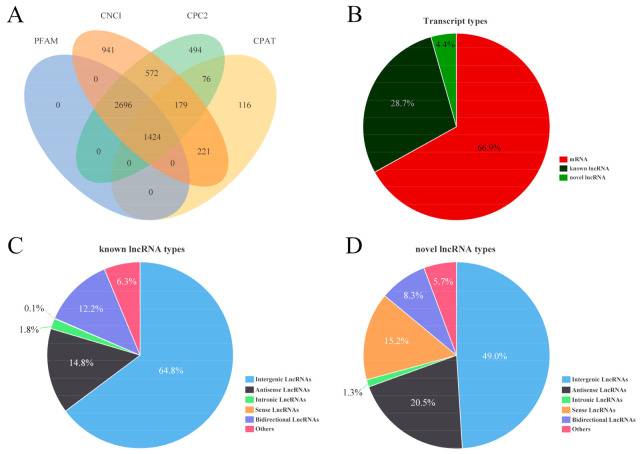
(**A**) Identification of 1424 putative lncRNAs without protein-coding potential evaluated by CNCI, PFAM, CPC2, and CPAT; (**B**) classification of transcripts; (**C**) known lncRNAs; (**D**) novel lncRNAs.

**Figure 3:**
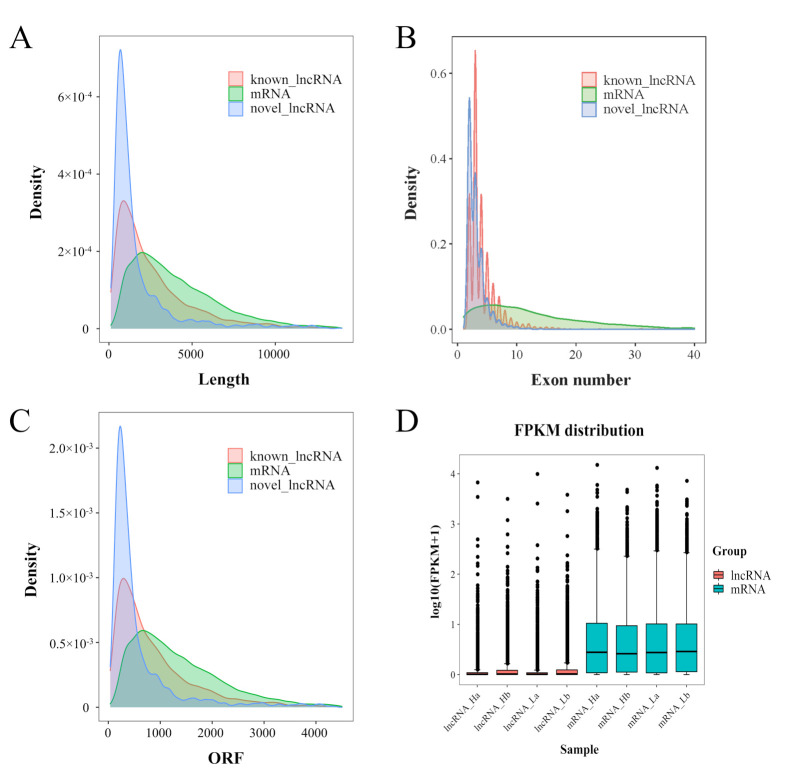
Genomic characteristics of lncRNA and mRNA in pig testes: (**A**) Length distribution of 9282 known lncRNAs (red), 21,674 mRNAs (green), and 1424 novel lncRNAs (blue); (**B**) exon number distribution of lncRNAs and mRNAs; (**C**) ORF length distribution of lncRNAs and mRNAs; (**D**) box plots showing the expression levels {log_10_(FPKM+1)} of lncRNA and mRNA in Ha, Hb, La, and Lb groups.

**Figure 4:**
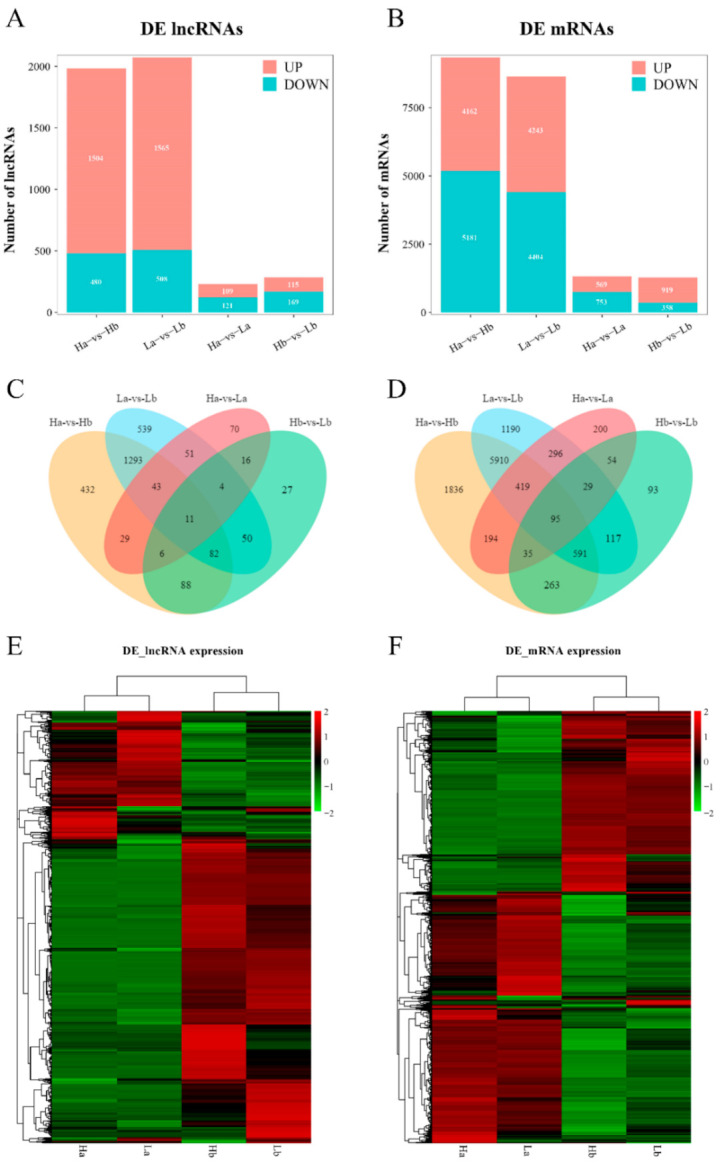
Gene expression number and profiling analyses of differentially expressed lncRNAs and mRNAs among Ha, Hb, La, and Lb groups: Statistics of differentially expressed lncRNAs (**A**) and mRNAs (**B**) among groups; Venn diagram of differentially expressed lncRNAs (**C**) and mRNAs (**D**) in four comparison groups; cluster analyses of differentially expressed lncRNAs (**E**) and mRNAs (**F**) of 12 pig testes by hierarchical heat map. Data are expressed as FPKM. Red and green represent higher expression levels and lower expression levels, respectively.

**Figure 5:**
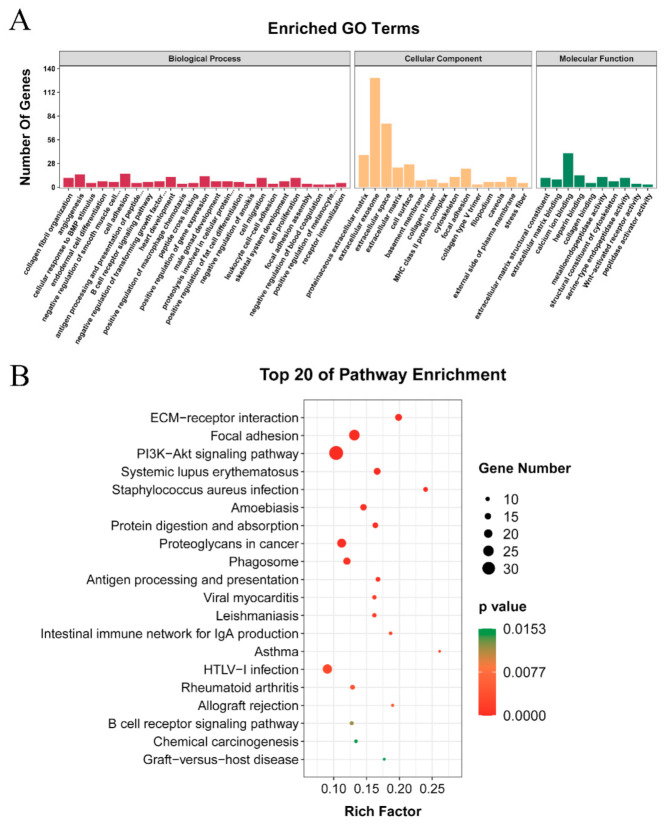
Functional enrichment analyses of the candidate genes: (**A**) GO functional annotation of the candidate genes related to precocious puberty. The X-axis indicates the detailed terms, and the Y-axis indicates the gene numbers; (**B**) KEGG pathways of candidate genes related to precocious puberty. The X-axis indicates the gene ratio, and the Y-axis indicates the name of KEGG pathway. The size of dots indicates the numbers of genes, and the color of dots indicates *p* value.

**Figure 6:**
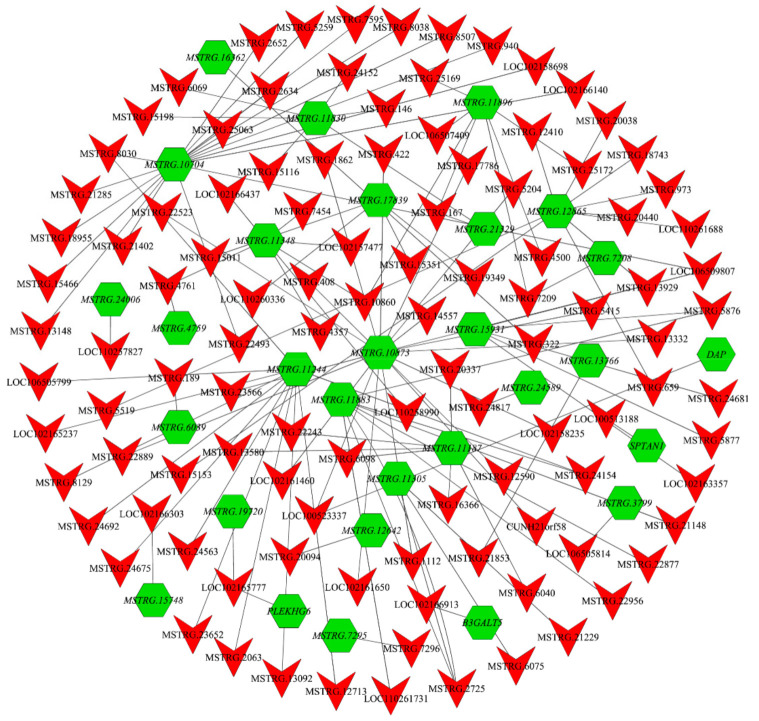
The network between DE lncRNAs and target DE mRNAs. Nodes represent lncRNA or mRNA, and edges represent the interaction between lncRNA and mRNA. Inverted triangles (red, regular) and hexagons (green, italic) represent lncRNA and mRNA, respectively.

**Figure 7:**
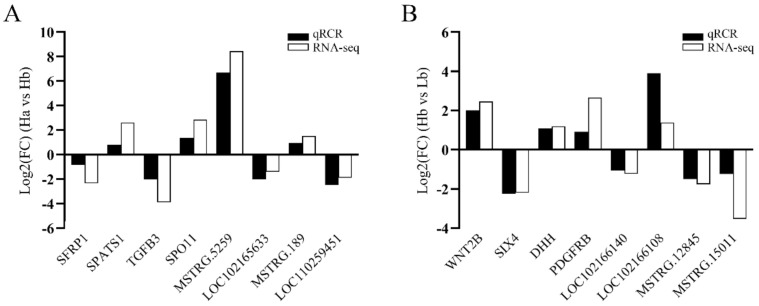
qRT-PCR verification of the differentially expressed genes: (**A**) The qRT-PCR verification of the differentially expressed genes in Ha vs Hb; (**B**) the qRT-PCR verification of the differentially expressed genes in Hb vs Lb.

## Data Availability

The data presented in this study are available in the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (NCBI) [accession number: GSE171756].

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11082263/s1, Figure S1: the distribution of mapped reads on gene (5′–3′), Figure S2: the ratio of reads mapped to different regions of the genome, Figure S3: schematic diagram of the pipeline for identifying lncRNA, Figure S4: PCA plot of lncRNAs (A) and mRNAs (B) expressed in each sample, Figure S5: schematic diagram of the pipeline for bioinformatics analysis, Table S1: primer sequences used in this study, Table S2: diameter of seminiferous tubules in testes of Hezuo boar and Landrace boar of different ages, number of spermatogenic cells and Sertoli cells, Table S3: summary of raw reads after quality control and mapping to the reference genome, Table S4: GO annotation of differentially expressed mRNA, Table S5: KEGG pathway enrichment of differentially expressed mRNA, Table S6: prediction of cis-target genes for lncRNA, Table S7: GO annotation of cis-target genes of lncRNA, Table S8: KEGG pathway enrichment of cis-target genes of lncRNA, Table S9: prediction of trans-target genes for lncRNA, Table S10: GO annotation of trans-target genes of lncRNA, Table S11: KEGG pathway enrichment of trans-target genes of lncRNA, Table S12: list of candidate molecules screened for precocious puberty.

# Supplementary material for: Identification and Characterization of lncRNA and mRNA in Testes of Landrace and Hezuo Boars
**Source:** Animals (Basel). 2021 Jul 30;11(8):2263. doi: 10.3390/ani11082263
**Supplement:** Supplementary file 1

Table S2. Diameter of seminiferous tubules in testes of Hezuo boar and Landrace boar of different ages, number of spermatogenic cells and Sertoli cells (mean  $\pm$  SEM).

| Parameters                                          | Hezuo boar (HZ)               |                                 | Landrace boar (LC)            |                                |
|-----------------------------------------------------|-------------------------------|---------------------------------|-------------------------------|--------------------------------|
|                                                     | 30-day-old                    | 120-day-old                     | 30-day-old                    | 120-day-old                    |
| Diameter of Spermatogenic Tubules ( $\mu\text{m}$ ) | 80.85 $\pm$ 4.83 <sup>b</sup> | 176.37 $\pm$ 17.31 <sup>a</sup> | 56.53 $\pm$ 2.55 <sup>b</sup> | 152.11 $\pm$ 2.88 <sup>a</sup> |
| Number of Spermatogenic Cells                       | 21.78 $\pm$ 1.09 <sup>c</sup> | 149.78 $\pm$ 3.61 <sup>a</sup>  | 15.00 $\pm$ 1.58 <sup>c</sup> | 98.89 $\pm$ 3.95 <sup>b</sup>  |
| Number of Sertoli Cells                             | 1.78 $\pm$ 0.44 <sup>b</sup>  | 8.44 $\pm$ 0.91 <sup>a</sup>    | 2.11 $\pm$ 0.22 <sup>b</sup>  | 4.75 $\pm$ 0.91 <sup>a</sup>   |

\* In each row, values with different superscripts are significantly different ( $P < 0.05$ ).

How the deposited data were processed for this re-analysis (not part of the article)

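Testis RNA of 12 boars was sequenced, with 3 libraries each of 30-day-old HZ boars (Ha), 120-day-old HZ boars (Hb), 30-day-old LC boars (La) and 120-day-old LC boars (Lb). Each column of the deposited tables was matched to its group by its label, and none was left unmatched. The authors removed ribosomal RNA, made strand-specific libraries, filtered the reads with fastp, removed ribosomal reads with Bowtie2, mapped the rest to Sus scrofa 11.1 with HISAT2 and assembled transcripts with StringTie. The authors deposited an estimated count and an FPKM value for each mRNA (summed for each gene) and for each lncRNA transcript in each library. The deposited estimated counts are not normalized, and many are not whole, possibly because reads shared between features were divided between them. The deposited FPKM values were scaled by length and by mapped fragments, and rounded by the authors to 2 decimals. The tool that made the counts is not named in the paper's text, which names StringTie for the FPKM values. The deposited assembly gives the exon positions of the assembled lncRNAs.

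The estimated counts were rounded to whole numbers. Counts of mRNAs and of lncRNAs were analysed as separate tables, and CPM were scaled within each, so that lncRNA and mRNA CPM are on different scales. For each of the 4 comparisons (Ha vs Hb, La vs Lb, Ha vs La and Hb vs Lb), the 6 libraries were filtered with edgeR's filterByExpr (minimum count 10), normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. The reads themselves were not analysed here. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The standard error given with a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. It is not given where a group is at the floor of 3 counts. A fold change against such a group is a lower bound, computed against 3 counts in its libraries. The interaction of breed and age was tested in a model of all 12 libraries with the same tool and thresholds. Candidates are the genes called in both Ha vs Hb and Hb vs Lb.

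The genes named in the text follow a rule. They are all genes and lncRNAs that the paper names in its results and discussion. For each comparison they are also the 2 mRNAs with a gene symbol and the 1 lncRNA with the smallest adjusted p in each direction, among those called whose groups do not overlap. For the interaction they are the 2 mRNAs with the smallest adjusted p in each direction. Of these, 1 is not reported here. The assembled mRNA with the most counts, the lncRNA with a called interaction and the genes named for calls at the floor were chosen after their values were seen. The rule for the named genes, the main tests and the alternatives were set before the data were examined. Exceptions are the tests of GO terms and those named in the closing section as chosen later.

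KEGG pathways and GO terms of the deposited annotation with at least 5 background genes were tested with one-sided Fisher's exact tests and Benjamini-Hochberg adjustment. The background was the tested mRNAs that carry an annotation. Tests of GO terms were added after the data were seen. Marker lists of 9 cell types were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, with fry and camera with an estimated correlation as alternatives, and adjusted over 36 tests. The lists were spermatogonia (ZBTB16, DAZL, DDX4, UTF1, NANOS2, NANOS3, GFRA1, ID4, KIT, STRA8 and SALL4), spermatocytes (SYCP1, SYCP2, SYCP3, SPO11, HORMAD1, MEIOB, DMC1 and PIWIL1) and spermatids (PRM1, PRM2, TNP1, TNP2, ACRV1, SPACA1, SPACA3, ODF1, AKAP4 and TSSK6). The somatic lists were Sertoli cells (SOX9, AMH, WT1, FSHR, GATA4, CLDN11, INHA and DHH), Leydig cells (STAR, CYP11A1, CYP17A1, HSD3B1, INSL3, LHCGR and HSD17B3), peritubular and stromal cells (ACTA2, MYH11, DES, COL1A1, COL1A2, COL3A1, DCN, LUM, PDGFRA and PDGFRB), endothelial cells (PECAM1, VWF, CDH5, KDR and EMCN), macrophages (CD68, CD14, CD163, CSF1R and AIF1) and adrenal-like cells (CYP11B1, MC2R and MRAP).

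Pairs of lncRNAs and mRNAs within 10 kb were taken from the positions in the tables, the assembly and the annotation of the reference. Their directions of change were compared with 1000 random draws of called mRNAs. Correlations between lncRNAs and mRNAs were computed on FPKM over the 12 libraries, with a threshold of 0.95 on the absolute Pearson's r. The 3 named pairs were correlated within each age over the 6 libraries of both breeds. The exact permutation over 720 pairings was two-sided and did not keep the breeds apart. Its p values were adjusted over the 5 correlations that could be computed. Principal components were computed on log2 CPM with a prior count of 2. These computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.

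Alternatives were DESeq2 1.42.0 with its size factors, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), no filter, a minimum of 10 counts in every library of a group, all 12 libraries in one fit, the replicate number as a block, the adjusted p without the threshold on the fold change, and leaving out each library in turn. For lncRNAs, library sizes of the mRNA table and counts summed for each lncRNA gene were also tried. The FPKM alternatives carry no TMM normalization. Depth may limit what could be called for lncRNAs, whose counts came to between 2.06% and 3.27% of the counts of both tables in a library. The tests were tried on simulated data in which 200 genes were changed 3-fold. The depth was that of the libraries of both groups, and the means and the spread were those of the first group (Ha or Hb). Only features that passed the filter in that group were simulated, so the shares recovered need not hold for all features tested. For mRNAs, edgeR recovered 90% of the changes in Ha vs Hb and 74.5% in Hb vs Lb, and for lncRNAs 80.5% and 55%, with between 4 and 8 false calls. In Hb vs Lb, DESeq2 recovered more, 79% for mRNAs and 63% for lncRNAs, but with 18 and 15 false calls. In Ha vs Hb it recovered less, 86% and 76%, with 6 and 8 false calls. The histology and the qRT-PCR values of the paper were not used here.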

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

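All tests of explanations in this part were chosen after the results were seen.

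The change with age differed between HZ and LC boars for 890 of 17332 mRNAs by the test of the interaction of breed and age (4180 had an unadjusted p under 0.05), and 609 of them had the higher fold change in LC boars. In 2 of 100 splits of the libraries, regrouped within each age, as many mRNAs were called, the real split among them. The other of these 2 was the split that joins Ha with Lb, which tests the average difference between the breeds and gave 2340 calls, and the next highest gave 375. Splits that mix the breeds add the differences between the breeds to the spread within their groups, which can lower their calls. The share of splits thus cannot exclude chance. The number of 890 depends on single libraries, with 437 calls without Ha1 and 1242 without Hb2. Several technical explanations were tested. With the counts of all libraries thinned to 17165491, close to the smallest mRNA total, 837 mRNAs were called. Of these, 787 were among the 890, which argues against depth. With the trend of each library on gene length entered into the fit as offsets, 828 mRNAs were called, and 752 of the 868 calls that have a length were among them. Without the mRNA that takes the most counts, 881 of the 890 were called. With only the scaling factors changed, 817 of the 890 were called with RLE factors in place of TMM (847 calls, 536 higher in LC boars), and 806 with no factors (1081 calls, 882 higher in LC boars), so that the split by direction depends on the scaling. These values argue against gene length, a dominant gene and the choice of scaling factors as the whole cause. GC content was not tested. A different share of stromal cells, or a change in what they express, stays open as a candidate explanation for part of the pattern. Of the 10 peritubular and stromal genes, 5 had a called interaction, all 5 higher in LC boars, against 5.14% of all tested mRNAs (Fisher's exact test, p = 7.17e-05, adjusted over the 9 lists 0.000645). The mean interaction of that list was 1.68 on the log2 scale. PDGFRB, 1 of these 10 genes, is also named by the paper. The difference in age at puberty between the breeds, which the design names, stays open as a biological explanation and was not tested apart from the share of cells.

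For lncRNAs, 1 of 3886 had a called interaction (443 had an unadjusted p under 0.05), and 30 of 100 splits gave as many calls, so that regrouping the libraries at random gives this number often. This lncRNA, LOC106504562, was at 30358 ± 15301 CPM in Ha, 2366 ± 1305 in Hb, 109 ± 49.8 in La and 870 ± 545 in Lb (SD, n = 3). Its interaction of 6.68 on the log2 scale (standard error 0.87, edgeR adjusted p = 0.0299) was not called in 6 of the 12 fits that left out 1 library, with the highest edgeR adjusted p without La2 (0.132). With DESeq2, 133 lncRNAs were called.

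Among the mRNAs with the smallest adjusted p for the interaction, HK2 rose with age far more in LC than in HZ boars. It was at 57.1 ± 9.05 CPM in Ha, 84.8 ± 4.82 in Hb, 11.8 ± 1.86 in La and 151 ± 17.2 in Lb (SD, n = 3), an interaction of 3.10 on the log2 scale (standard error 0.22, edgeR adjusted p = 0.000143). CBR1 fell in both breeds, to 0.73 ± 0.09 CPM in Hb and 10.5 ± 2.39 in Lb (SD, n = 3), an interaction of 4.00 (standard error 0.30, edgeR adjusted p = 0.000143). EXOSC9 was at 99.1 ± 24.2 CPM in Hb and 19.3 ± 1.57 in Lb (SD, n = 3), with an interaction of -2.25 (standard error 0.23, edgeR adjusted p = 0.00114). These 3 were called in each of the 12 fits that left out 1 library, with adjusted p of up to 0.00109 for HK2 and CBR1 and 0.0065 for EXOSC9. No biological explanation was tested for a single gene.

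Among the mRNAs that the paper names, TGFB3, PDGFRB, CYP21A2 and SPATA3 had a called interaction. It was 1.51 on the log2 scale for TGFB3 (standard error 0.31, edgeR adjusted p = 0.018, and at most 0.044 with 1 library left out). For PDGFRB it was 2.09 (standard error 0.48, edgeR adjusted p = 0.0282), and it was not called in 7 of the 12 fits without 1 library (up to 0.073, without La3). For CYP21A2 it was 5.60 (standard error 1.26, edgeR adjusted p = 0.0255), and it was not called in 5 of these fits (up to 0.0628, without La3). For SPATA3 it was -2.26 (edgeR adjusted p = 0.0319), and it was not called in 8 of these fits (up to 0.184, without La1). SPATA3 was at the floor in Ha, so its interaction depends on the prior count and is no bound.

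The mRNA with the most counts, MSTRG.25122, is not discussed in the paper. It is an assembled gene annotated as progesterone receptor-like, and its length implied by counts and FPKM is 4633 nt. It took 8.55% ± 0.79 (SD, n = 6) of the mRNA counts in the libraries of 30-day-old boars, from 7.49% to 9.62%, and 3.99% ± 1.18 (SD, n = 6) in those of 120-day-old boars, from 2.66% to 5.29%. Its estimated count was a whole number in 0 of 12 libraries. A candidate explanation is therefore that reads shared with other sequences were assigned to it, though the test is weak: of the 4893 other mRNAs with a mean count of at least 1000, 1454 (29.7%) also had no whole count in any library, and 2538 had whole counts in all 12. The age of the boars stays open as a biological explanation of the difference between the ages, and was not tested apart from it.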

How the results depend on the processing

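The tests described here that were chosen after seeing the data are named as such. The number of mRNAs called in Ha vs Hb (8510) and in La vs Lb (7926) stayed within 1.5 times under each alternative tried, from 6647 to 11394 and from 5586 to 11639. The number of lncRNAs stayed within that range between the ages except with limma on log2(FPKM + 1), which called 850 in Ha vs Hb and 809 in La vs Lb. That setting also called 507 mRNAs and 63 lncRNAs in Ha vs La. With the adjusted p alone, 3333 mRNAs were called in Ha vs La, where no threshold on the fold change removes any.

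The comparisons between the breeds, and the candidates and interactions that rest on them, moved more than those between the ages. With DESeq2, 1176 mRNAs were called in Hb vs Lb, 214 lncRNAs in Ha vs La and 276 in Hb vs Lb, 905 mRNAs and 181 lncRNAs were candidates, and 1364 mRNAs and 133 lncRNAs had a called interaction. With all 12 libraries in one fit, 1227 mRNAs were called in Hb vs Lb and 959 were candidates. With at least 10 counts in every library of a group, which leaves fewer lncRNAs to test, 200 lncRNAs were called in Ha vs La, 168 in Hb vs Lb, and 102 were candidates. With counts summed for each lncRNA gene, 256 were called in Ha vs La, and with limma on log2(FPKM + 0.1), 167 lncRNAs in Hb vs Lb. With DESeq2's adjusted p and the log2 ratio of mean FPKM as the fold change, a setting chosen after seeing the data, 1277 mRNAs and 295 lncRNAs were called in Hb vs Lb and 237 lncRNAs in Ha vs La, and 984 mRNAs and 192 lncRNAs were candidates. Apart from the filter and the threshold, the cause was not tested.

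With the replicate number as a block, 154 mRNAs were called in Hb vs Lb, 9 lncRNAs in Ha vs La and 0 in Hb vs Lb (469 with an unadjusted p under 0.05). The block left 116 candidate mRNAs and 0 candidate lncRNAs, and 0 lncRNAs with a called interaction (361 with an unadjusted p under 0.05). Libraries with the same number in different groups were no more alike than chance: after the group means were removed, r between them lay between -0.036 and 0.053 for mRNAs and between -0.037 and 0.036 for lncRNAs, over 18 pairs each. The numbers therefore do not pair the boars. In libraries simulated with the depth of Hb and Lb and the spread of Hb, the block recovered 72% of the changed mRNAs. Without the block, 74.5% were recovered. Of the changed lncRNAs, 36% were recovered with the block, against 55% without it. The cause of the lower numbers was not tested.

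Single libraries decided several numbers. Across the fits that each left out 1 library, the mRNAs called in Hb vs Lb ranged from 97 (without Lb2) to 1029 (without Hb2), and the lncRNAs from 11 (without Lb3) to 54 (without Hb3). The lncRNAs called in Ha vs La ranged from 47 (without La3) to 125 (without Ha3). The interaction ranged from 437 (without Ha1) to 1242 mRNAs (without Hb2), and from 0 (without Hb3, 444 with an unadjusted p under 0.05) to 25 lncRNAs (without Ha3). Candidates, for which this was added after seeing the data, ranged from 74 (without Lb2) to 831 mRNAs (without Hb2) and from 8 (without Lb3) to 61 lncRNAs (without Ha3). Leaving out a library also leaves fewer samples to test. The other calls moved less: from 8210 to 9015 mRNAs in Ha vs Hb, 7843 to 8126 in La vs Lb and 831 to 1466 in Ha vs La, and from 1511 to 1709 lncRNAs in Ha vs Hb and 1749 to 1925 in La vs Lb.

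The number of KEGG pathways depends on the background. Against all genes of the table with a pathway, 106 passed in Ha vs Hb and 55 in La vs Lb. With the calls of DESeq2, 15 passed in Hb vs Lb and 21 among the candidates. With that background, the adjusted p of DESeq2 and the ratio of mean FPKM together, chosen after seeing the data, 111, 106 and 22 passed in Ha vs Hb, La vs Lb and Hb vs Lb and 25 among the candidates. Of the tests of marker lists, 0 passed under camera with the correlation estimated (5 with an unadjusted p under 0.05), against 23 with the preset one. The share of the first principal component, 80.0% for mRNAs and 66.8% for lncRNAs, rose to 85.6% and 76.3% on log2(FPKM + 1) and to 93.9% and 80.3% with the 500 most variable features. With log2(FPKM + 1), 1237095 correlated pairs passed, and with a threshold of 0.99, 8204.

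The split into up- and downregulated genes depends on scaling. In Ha vs Hb, 54.8% of the called mRNAs were upregulated under TMM, against 42.3% and 38.5% with limma on log2(FPKM + 1) and log2(FPKM + 0.1) and 44.5% with the ratio of mean FPKM. The median log2 fold change of all tested mRNAs was -0.02 under TMM and -0.28, -0.47 and -0.49 under these. In La vs Lb the share was 57.7% against 52.2%, 46.1% and 49.1%, and the median 0.01 against -0.16, -0.27 and -0.30. In Hb vs Lb it was 68.8% against 79.7%, 80.0% and 72.0%, and the median 0.00 against 0.07, 0.12 and 0.12. For lncRNAs, the library sizes of the mRNA table raised the share from 68.7% to 83.4% in Ha vs Hb and from 68.4% to 80.8% in La vs Lb, with the median at 1.27 in place of 0.57 and at 1.23 in place of 0.68. With limma on log2(FPKM + 1), where lncRNAs near 0 hardly move, the shares were 90.4% and 88.0% and the medians 0.13 and 0.18. DESeq2 gave medians of 0.75 and 0.79. Between the breeds, 48.5% of the lncRNAs called in Hb vs Lb were upregulated, against 32.3% with limma on log2(FPKM + 1) and 36.4% for lncRNA genes, and in Ha vs La 41.4%, against 52.4% with limma on log2(FPKM + 1).

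Among the 196 results for single genes, pathways, lists and pairs, 1157 of 1348 alternatives left the direction and the side of the threshold as they were, 134 made a result weaker, 55 stronger and 2 reversed it. The changes fell on 84 results. Fits without 1 library made 86 weaker and 5 stronger, and the other alternatives 48 and 50. DESeq2 made 10 stronger and 0 weaker of 110, and the block 17 weaker. Both reversals were small differences that no setting called: DHH Ha vs La (-0.06 on the log2 scale, 0.046 without La1, edgeR adjusted p = 0.843, and from -0.16 to 0.046 across the fits without 1 library) and SHCBP1L Hb vs Lb (-0.16, 0.018 without Hb1, edgeR adjusted p = 0.964, and from -0.29 to 0.018).

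In Ha vs Hb and Hb vs Lb, thinning lost a larger share of the lncRNA calls than of the mRNA calls. With counts thinned to the smallest library, an alternative added after seeing the data, 1505 of the 1635 lncRNA calls in Ha vs Hb were made again. In Hb vs Lb, 85 of the 101 were, against 8233 of 8510 and 607 of 628 mRNA calls. The numbers called moved little, to 1554 and 98 lncRNAs and 8356 and 648 mRNAs. Depth was not separated from the spread between libraries. Each of the 8 comparisons of 3 against 3 libraries was also repeated on the other splits of its 6 libraries. In each, 1 of the 10 splits gave as many calls, the real one, and the highest number in any other split was 0. With 10 splits the share cannot be under 0.1, so that this test alone cannot exclude chance. In the 10 simulated data sets in which no group differed, which assume the spread seen within the groups, 0.2 mRNAs and 0.1 lncRNAs were called on average in Ha vs Hb, and 0 and 0 in Hb vs Lb.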

Differences from the paper's values

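The paper's numbers of differentially expressed genes differ from those found here in 3 comparisons. For mRNAs in Hb vs Lb the paper's number is 1277 and the number found here 628. Of the alternatives set before the data were examined, DESeq2 (1176), all 12 libraries in one fit (1227), the adjusted p alone (892) and leaving out Hb2 (1029) came within 1.5 times of it, and the others did not. For lncRNAs in Ha vs La the paper's number is 230 and the one here 133. DESeq2 (214), no filter (171), at least 10 counts in every library of a group (200), all 12 libraries in one fit (161), limma on log2(FPKM + 0.1) (187) and lncRNA genes (256) came within that range, and the other alternatives did not. For lncRNAs in Hb vs Lb the paper's number is 284 and the one here 101, and of the alternatives set before the data were examined only DESeq2 (276) came within range.

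The paper's candidates are 984 mRNAs and 187 lncRNAs, against 486 and 58 here. For mRNAs, DESeq2 (905), all 12 libraries in one fit (959) and leaving out Hb2 (831) came within range, and for lncRNAs DESeq2 (181). Limma on log2(FPKM + 0.1), which was not among the alternatives set for the candidates, gave 657 candidate mRNAs, also within range. In all 4 comparisons together, the paper's numbers are 95 mRNAs and 11 lncRNAs, against 53 and 2 here. For mRNAs, DESeq2 (97), all 12 libraries in one fit (93) and limma on log2(FPKM + 0.1) (68) came within range. For lncRNAs, DESeq2 (10) and lncRNA genes (10) did. The other alternatives set before the data were examined did not close these gaps.

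Another setting, chosen after seeing the values, took the adjusted p of DESeq2 and the log2 ratio of the mean FPKM values as the fold change. It gave 9342, 8638, 1327 and 1277 mRNAs and 1999, 2099, 237 and 295 lncRNAs in Ha vs Hb, La vs Lb, Ha vs La and Hb vs Lb. It also gave 11316 mRNAs and 2776 lncRNAs in any comparison, 95 and 11 in all 4, and 984 and 192 candidates. All 984 mRNAs and 187 lncRNAs of the paper's Table S12 are among those it calls. The paper's log2 fold changes in Table S12 match the ratio of mean FPKM within 0.05 for all of these, and are on that scale. On edgeR's scale they differ, by a median of 0.49 for mRNAs in Ha vs Hb and 0.12 in Hb vs Lb. For SPATA3 in Hb vs Lb, for example, the paper's value is -1.09, the ratio of mean FPKM gives -1.09, and edgeR -0.86.

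The paper's numbers of KEGG pathways are 107, 106, 4 and 22 in Ha vs Hb, La vs Lb, Ha vs La and Hb vs Lb and 49 among the candidates, against 28, 18, 8, 9 and 6 here. With all genes of the table with a pathway as the background, 106 passed in Ha vs Hb, which is within range, and 55, 7, 9 and 8 in the others, which are not. With the calls of DESeq2, 6 in Ha vs La and 15 in Hb vs Lb came within range, and 23, 19 and 21 in Ha vs Hb, La vs Lb and the candidates did not. With that background, DESeq2 and the ratio of mean FPKM together, chosen after seeing the values, 111, 106 and 22 passed in Ha vs Hb, La vs Lb and Hb vs Lb, within range, and 10 in Ha vs La and 25 among the candidates, which are not.

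For GO terms the paper's numbers are 619, 514, 44, 351 and 157 in Ha vs Hb, La vs Lb, Ha vs La, Hb vs Lb and the candidates, against 33, 33, 22, 13 and 15 here. No alternative was set for GO terms. The terms annotated directly to each gene were tested here, and these tests were added after the data were seen. The paper assigns the known lncRNAs to 1909 genes, while the deposited table gives them 5600 gene symbols, and no alternative bears on this.

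Among the genes that the paper names as differentially expressed or as candidates, several were not called here in Hb vs Lb. The edgeR adjusted p in that comparison was 0.067 for DHH, 0.0507 for SPATS1, 0.0621 for SPO11, 0.112 for CYP21A2, 0.102 for LOC102165633, 0.0505 for LOC110259451, 0.0962 for LOC102166140, 0.0818 for LOC102166108, 0.0938 for MSTRG.189.1 and 0.132 for MSTRG.15011.2. DESeq2 calls each of these 10 in Hb vs Lb, as does the setting with the ratio of mean FPKM that was chosen after seeing the values. SPATA3, which the paper gives as significantly higher in mature HZ than in LC boars, had a log2 fold change of -0.86 (edgeR adjusted p = 0.0269), within the threshold on the fold change. Limma on log2(FPKM + 1) calls it (-1.03, adjusted p = 0.0148), as does the setting with the ratio of mean FPKM. HSD17B4 and SHCBP1L, which the paper relates to precocious puberty, were not called in Hb vs Lb with edgeR (adjusted p = 0.248 and 0.615), DESeq2 (0.196 and 0.63), all 12 libraries in one fit (0.195 and 0.632) or limma on log2(FPKM + 1) (0.112 and 0.942). The paper describes a significant rise of PDCL2 in Ha vs Hb. PDCL2 was too low here for the filter, at 0.27 CPM in Hb, at least 2.22-fold above the floor of Ha.

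The paper places MSTRG.10873, MSTRG.11244 and MSTRG.10704 at the centre of its network. By the number of lncRNAs of Table S12 over the threshold they ranked 49, 105 and 74 here, with the correlation across the 12 libraries alone. The paper lists MAPK and Ras among the pathways of its comparisons. Neither passed here (lowest Fisher adjusted p = 0.659 and 0.586). MAPK passed in Ha vs Hb and La vs Lb against all genes with a pathway (Fisher adjusted p = 0.0379 and 0.0406), and Ras in La vs Lb with that background and the ratio of mean FPKM (Fisher adjusted p = 0.00477), a setting chosen after seeing the values. Among the pathways of the candidates the paper names Wnt, TGF-beta and glycolysis, whose Fisher adjusted p were 0.487, 0.853 and 1 here. Wnt passed with the calls of DESeq2 (0.0249), and the other pair passed under no setting tried. Of the GO terms it names for the candidates, angiogenesis, cell adhesion, heart development and male gonad development did not pass here (Fisher adjusted p = 0.259, 0.2, 1 and 1), and spermatogenesis did not pass in Ha vs Hb (0.272).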

Other observations

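All tests of explanations in this part were chosen after the results were seen, except the marker lists themselves, which were fixed earlier.

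At 120 days, the somatic marker lists were higher in Lb than in Hb. The mean log2 fold change was 2.22 for the peritubular and stromal list (from 1.99 without Hb3 to 2.40 without Hb1), 2.53 for the Leydig cell list (from 1.94 without Hb3 to 3.50 without Hb1), 1.19 for the macrophage list, 0.79 for the endothelial list and 0.53 for the Sertoli cell list. The endothelial list did not pass (camera adjusted p = 0.0835). The Sertoli cell list passed under camera (adjusted p = 0.0326) but not under fry (adjusted p = 0.0831). A lower share of germ cells in Lb would raise the markers of every other cell type alike. The stromal and Sertoli lists differed by 1.69 (from 1.27 to 2.03 with 1 library left out), which argues against fewer germ cells as the whole cause. A change in the share of stromal or Leydig cells, or in what these cells express, stays open, as do the breed and its age at puberty, which were not tested apart from it. The most abundant stromal genes in Lb were COL3A1 (1678, 1527 and 1221 CPM in the 3 libraries of Lb, against 240, 44.4 and 33.9 in Hb) and COL1A2 (720, 745 and 512 CPM against 119, 23.0 and 23.9). Hb1 stood apart from the other Hb libraries in Leydig cell genes, with CYP17A1 at 1444 CPM against 21.2 and 19.3 in Hb2 and Hb3, and INSL3 at 2080 against 97.4 and 34.8. With 3 libraries, a difference between boars and a difference in the piece of tissue could not be separated. Of the lists, 1 gene each of the spermatocyte, Sertoli and stromal lists (SPO11, DHH and PDGFRB) is named by the paper, and no gene is in 2 lists.

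The remaining lists gave these mean log2 fold changes. In Ha vs Hb the macrophage list changed by -2.88 (camera adjusted p = 0.0184), the endothelial list by -2.43 (camera adjusted p = 0.0222) and the adrenal-like list, with 1 tested gene, by -2.97 (camera adjusted p = 0.398). In La vs Lb these changed by -1.73 (camera adjusted p = 0.0244), -1.09 (camera adjusted p = 0.0817) and -2.09 (camera adjusted p = 0.29). In Ha vs La the spermatogonia list changed by -0.47 (camera adjusted p = 0.0184), the spermatocyte list by -0.80 (camera adjusted p = 0.0184), the Sertoli cell list by 0.64 (camera adjusted p = 0.0412) and the stromal list by 0.35 (camera adjusted p = 0.0249). The spermatid, Leydig cell, endothelial, macrophage and adrenal-like lists changed by 0.54, 0.29, -0.58, 0.03 and 0.64, and did not pass. In Hb vs Lb the spermatogonia list changed by 0.16 and the adrenal-like list by 1.54, and neither passed, nor did the endothelial list. Over 1 CPM in every group were 8 of 11 spermatogonia genes, 6 of 8 spermatocyte, 2 of 10 spermatid, 8 of 8 Sertoli, 7 of 7 Leydig, 10 of 10 stromal, 5 of 5 endothelial, 3 of 5 macrophage and 1 of 3 adrenal-like genes.

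The comparisons Ha vs Hb and Hb vs Lb share the 3 Hb libraries, so that noise in these libraries moves the fold changes of both, in opposite directions. Of the 486 candidate mRNAs, 450 changed in opposite directions in the 2 comparisons, and of the 58 candidate lncRNAs, 53. Across all mRNAs tested in both, the log2 fold changes correlated at r = -0.481. In 10 simulated data sets in which only Ha differed, as observed, r was -0.09 on average (from -0.102 to -0.082), which argues against noise in the shared libraries, with no difference between Hb and Lb, as the whole cause. For lncRNAs, r was -0.382 in the data and -0.114 in the simulation (from -0.154 to -0.091). Where no group differed at all, r was -0.504 for mRNAs and -0.515 for lncRNAs, but the ages do differ. In both simulations 0 mRNAs and 0 lncRNAs were called in both comparisons, with at most 0.2 calls on average in Hb vs Lb, so that the candidates need a difference between Hb and Lb. How far shared noise adds to the candidates where Hb and Lb do differ was not simulated.

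Neighbouring lncRNAs and mRNAs changed in the same direction more often than random pairs. Reads that run past the end of a gene into its neighbour are a candidate explanation, under which the share would fall toward the random level with distance. Between 5 and 10 kb it was 55.6% in Ha vs Hb and 61.5% in La vs Lb, against 75.0% and 76.0% up to 2 kb and random means of 50.6% and 51.7%, which is consistent with it. Regulation shared by neighbours would also fall with distance and stays open.

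The correlated pairs of lncRNAs and mRNAs over the 12 libraries may largely follow from the differences between the 4 groups. Permuting the libraries within each group, which keeps those differences and breaks any relation within a group, gave 361634 pairs on average over 10 draws, against 442504 in the data, and 0 of the 10 draws gave as many as the data. The difference that is left stays open. After the group means were subtracted, 50522 pairs were found, against 46500 on average when permuted.

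In Ha vs La, 16 called mRNAs were at the floor in all 3 Ha libraries and 21 in all 3 La libraries. Among them, IFI30, SURF4 and LOC110257712 had at least 100 counts in each La library, and RPL9 and WWC3 in each Ha library. These were chosen after their values were seen. Of these 3, 1 was also at the floor in Hb, and of these 2, 0 were at the floor in Lb. A variant of the gene in 1 breed against the reference was not tested.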
